# Targeting Reactive Oxygen Species and Inflammation in Sepsis-Induced Liver Injury with Naturally Derived Superoxide Dismutase-Mimicking Carbon Dots

**DOI:** 10.34133/bmr.0249

**Published:** 2025-09-05

**Authors:** Chonglei Zhong, Nannan Song, Ping Huang, Liwen Han, Jiguo Zhang, Zhiyuan Lu, Lei Wang

## Abstract

Sepsis-induced liver injury (SILI) is a serious complication of septicemia and contributes to high rates of patient death. SILI is characterized by excessive hepatic reactive oxygen species (ROS) generation, leading to inflammatory response activation and the release of inflammatory mediators that yield liver damage. Efforts to design drugs that can mitigate oxidative stress and inflammatory factor production are thus vital to protecting patients against SILI. Nevertheless, effective pharmacological interventions for SILI therapy are currently absent. Here, natural superoxide dismutase (SOD)-mimetic carbon dots (G-CDs), derived from the traditional medicine plant *Glycyrrhiza*, with robust ROS-scavenging activity were designed and synthesized as a novel treatment for SILI. These G-CDs possess abundant surface hydroxyl and carbonyl groups such that they can effectively mediate SOD-like enzyme activity exceeding 13,340 U/mg to alleviate ROS overproduction and associated inflammation. In a murine model of lipopolysaccharide-induced SILI, these G-CDs effectively reduced hepatic inflammation, oxidative injury, and tissue damage. From a mechanistic perspective, these G-CDs were found to preserve liver integrity through the activation of Keap1/Nrf2-mediated antioxidant signaling and the inhibition of NF-κB-dependent inflammation, thereby reducing the levels of hepatic inflammation and oxidative stress. In summary, these results highlight the promise of G-CDs as therapeutic candidates capable of treating SILI by mitigating oxidative stress-associated liver injury.

## Introduction

Sepsis is a complicated systemic inflammatory disease that can be triggered by various pathogens, including many viruses and bacteria, through the induction of an inadequately regulated host immune response to the underlying infection [1]. Lipopolysaccharide (LPS) is one of the primary components of the outer membrane of Gram-negative bacteria, and its interaction with immune cells can trigger the secretion of inflammatory factors and the initiation of a cascading inflammatory response that results in extensive immunological dysregulation [2]. The liver is the primary organ responsible for detoxification, and as a result, it is highly susceptible to invasion and infection early during sepsis [3]. Excessive levels of pro-inflammatory cytokines and ROS in the liver produce excessive inflammatory activity and oxidative stress, leading to sepsis-induced liver injury (SILI) [4]. Glucocorticoids are the main drugs used to treat SILI owing to their ability to limit inflammation and ROS production. However, the clinical utility of these drugs is hampered by the fact that high doses are required for satisfactory efficacy, poor water solubility, and the potential for substantial side effects including metabolic dysregulation and immunosuppression. Efforts to design new efficient drugs capable of clearing ROS and mitigating inflammation are thus vital to treating SILI.

Carbon dots (CDs) are carbon-based nanomaterials with zero-dimensional structures, typically less than 10 nm in size, and they exhibit excellent biocompatibility, suitable particle size, and tunable biological properties [5]. In comparison with CDs synthesized from chemical precursors, biomass-derived CDs have attracted marked attention due to their low cost, reduced biotoxicity, and distinctive biological activities [6,7]. Phytopharmaceuticals have been employed for millennia as both preventive and therapeutic agents against diseases [8], and they contain a wide array of bioactive compounds that offer a natural route for incorporating heteroatomic groups into the structure of CDs [9]. This makes phytomedicines indispensable precursors for synthesizing biomass-derived CDs with unique physicochemical and biological properties [10,11]. For example, ginger-derived CDs have shown the potential to induce apoptosis and inhibit tumor growth [12]. In addition, Lu et al. synthesized CDs from the herb *Codonopsis pilosula*, which exhibited erythropoietic activity by modulating the Janus kinase (JAK)/signal transducer and activator of transcription (STAT) pathway [13]. Nevertheless, the development of cost-effective and multifunctional CDs from natural plants with potent anti-inflammatory and antioxidant properties for the treatment of SILI remains a major challenge.

*Glycyrrhiza* is abundant in organic acids, flavonoids, and terpenoids, which possess pharmacological activities such as anti-inflammatory, antibacterial, hepatoprotective, detoxifying, and heat-clearing properties, and is extensively utilized in the treatment of inflammatory diseases [14]. Inspired by the traditional Chinese medicine practice of enhancing the pharmacological activity of *Glycyrrhiza* through high-temperature carbonization, we synthesized G-CDs for the first time using hydrothermal treatment in this study. These G-CDs were able to effectively eliminate elevated levels of intracellular ROS and protect mitochondrial function from the effects of oxidative stress through the activation of the Keap1/Nrf2 antioxidant signaling axis. In both zebrafish and mouse-based models of inflammation, these G-CDs also presented with robust anti-inflammatory effects that were related to the inhibition of nuclear factor κB (NF-κB)-dependent inflammation. These results provide promising opportunities to further explore new approaches to leveraging CDs derived from natural materials.

In summary, our study developed a multifunctional nanomedicine derived from medicinal plants. G-CDs demonstrated therapeutic efficacy against SILI through multiple molecular mechanisms, particularly via their SOD-like nanoenzyme activity (Fig. 1). This offers a promising strategy for the development of novel CD-based therapies for SILI.

**Fig. 1.**
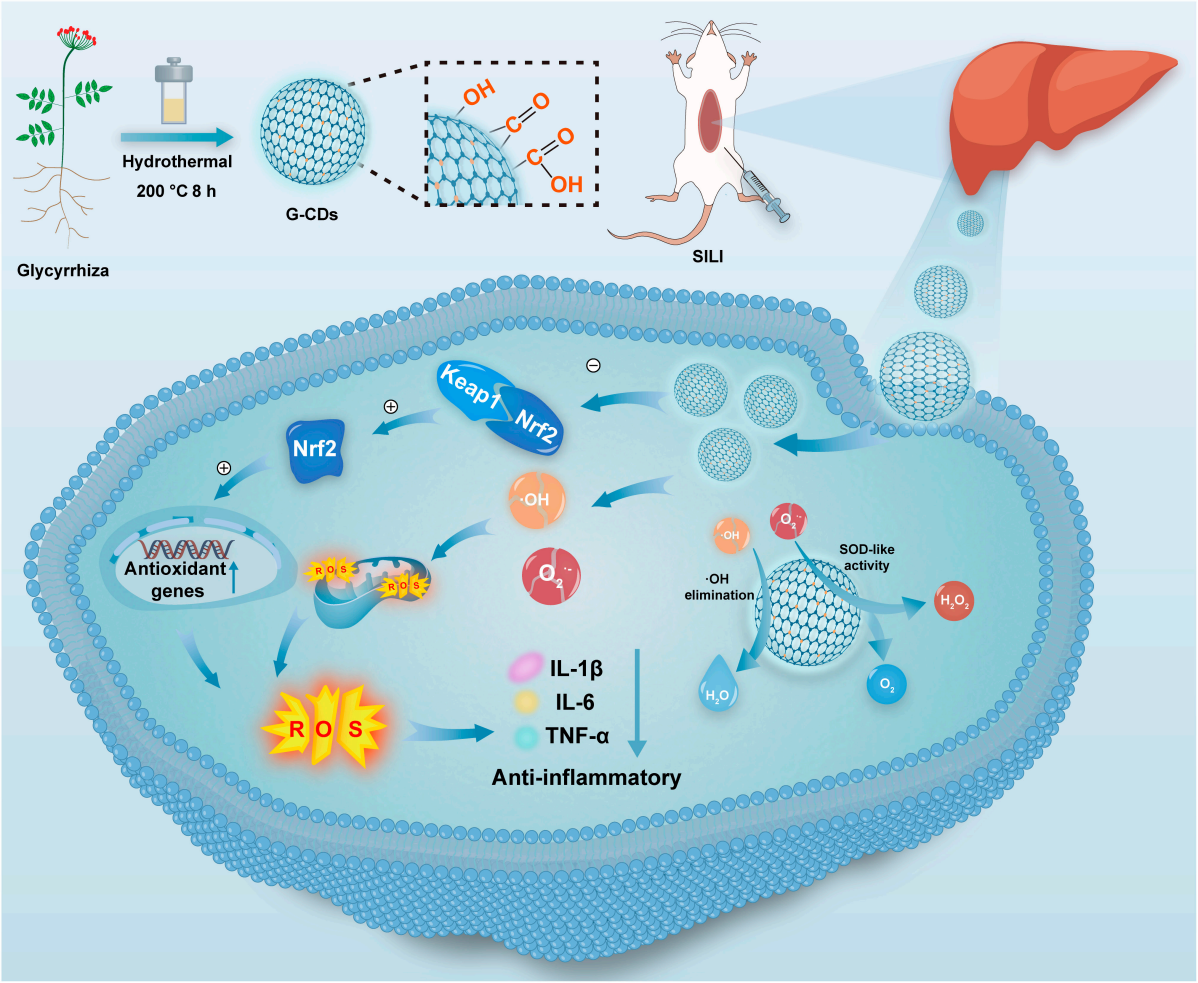
Schematic representation of the preparation of fluorescent G-CDs with high levels of SOD activity and treatment of SILI.

## Materials and Methods

### Chemicals and reagents

*Glycyrrhiza* was obtained from BWT Chinese Herbal Medicine Drinks Slice (Shandong, China) and was authenticated by L.-W. Han (Shandong First Medical University). Nitrotetrazolium blue chloride (NBT), riboflavine, L-methionine, CuSO_4_, 3,3′,5,5′-tetamethylbenzidine dihydrochloride (TMB), ibuprofen, potassium bromide (KBr), FeSO_4_·7H_2_O, 1,3-propane-sultone (PS), triethylamine (TEA), 1,4 dioxane, and NaAc-Hac (pH 5.2) were from Rhawn (Shanghai China). A nitric oxide (NO) assay kit was from Nanjing Jiancheng Bioengineering Institute (Jiangsu, China), while TargetMol (Shanghai, China) was the source of the Cell Counting Kit-8 (CCK-8) kit. LPS from *Escherichia coli* 055:B5 and dimethyl sulfoxide (DMSO) were from Sigma-Aldrich (MO, USA). MitoSOX Red was from Thermo Scientific (MA, USA). 2',7'-Dichlorodihydrofluorescein diacetate (DCFH-DA) was from AmBeed (Shanghai, China). The utilized bicinchoninic acid (BCA) protein assay kit was from Beyotime (Shanghai, China). H_2_O_2_ (30%) was from HUSHI (Shanghai, China). Antibodies specific for IκB kinase β (IKKβ), IκBα, P65, NLRP3, cyclooxygenase-2 (COX-2), inducible nitric oxide synthase (iNOS), Keap1, Nrf2, HO-1, and glyceraldehyde-3-phosphate dehydrogenase (GAPDH) were from Proteintech (Wuhan, China), whereas antibodies specific for p-IKKβ, p-IκBα, and p-P65 were from Cell Signaling Technology (MA, USA). Primer sequences are listed in Table S1.

### G-CDs preparation and characterization

Roasted *Glycyrrhiza* fragments (5 g) were immersed in 60 ml of deionized water and heated for 8 h at 200 °C in an autoclave. The solution was then allowed to cool to room temperature before passing through a 0.22-μm microporous membrane, yielding a transparent brown solution that was dialyzed for 10 h with a 500-kDa dialysis membrane for G-CDs purification. The resultant G-CDs sample was then freeze-dried to produce a powder. A Talos F200S transmission electron microscope (TEM) (FEI, OR, USA) was used to assess G-CDs morphological and structural properties at an accelerating voltage of 200 kV. G-CDs thickness was additionally assessed with a Dimension Icon atomic force microscope (AFM) (Bruker, Karlsruhe, Germany). Fourier transform infrared spectroscopy (FTIR) in the 400 to 4,000 cm^−1^ range was also performed using a Thermo Scientific spectrophotometer (USA) to facilitate the characterization of G-CDs functional groups. X-ray photoelectron spectroscopy (XPS) was also performed with a K-α x-ray photoelectron spectrometer (Thermo Scientific, USA) to evaluate the chemical bonding and elemental composition of these G-CDs. An F-7000 fluorescence spectrometer (Hitachi, Japan) was used for fluorescence spectral analyses with a 450-nm excitation wavelength. A Rigaku D/MAX-2600 (Japan) with a scan rate of 2°/min was used to collect x-ray diffraction (XRD) data.

### Synthesis of G-CDs-A and G-CDs-B

Five milliliters of 10 mg/ml G-CDs, 1 g of PS, 20 ml of 1,4 dioxane, and 2 ml of TEA were placed in a beaker at 40 °C closed stirring for 24 h, and the solvent was removed by rotary evaporation. The product was redispersed in water and dialyzed in a 500-Da dialysis bag, 0.1 M NaCl solution at room temperature for 1 day, and ultrapure (UP) water for 3 d. The obtained product was stirred with 20 ml of 0.5 M NaOH at 40 °C for 24 h. The pH was adjusted to neutral with HCl, dialyzed in UP water for 3 d, and freeze-dried to obtain G-CDs-A. The preparation of G-CDs-B differed from that of G-CDs-A, as it required pretreatment before the reaction. Specifically, 40 mg of G-CDs was mixed with 50 ml of 0.5 M NaBH_4_ solution and stirred at room temperature for 12 h. Following this, the mixture was dialyzed in UP water for 3 d.

### G-CDs total antioxidant analyses

A T-AOC Assay Kit (Beyotime, China) was used as directed. The characteristic absorbance peak of ABTS^•+^ at 414 nm was monitored in response to different G-CDs concentrations within 60 s, enabling the detection of the remaining ABTS^•+^, obtaining the absorption spectra for visible light for each concentration group via continuous spectral scanning.

### Analyses of SOD-like activity

G-CDs SOD-like activity was quantified with a Total Superoxide Dismutase Assay Kit (Dojindo, Japan) as directed based on the inhibition of the competitive WST-1 [(2-(4-Iodophenyl)-3-(4-nitrophenyl)-5-(2,4-disulfophenyl)-2*H*-tetrazolium sodium salt] reaction. The O_2_^•−^ scavenging activity of G-CDs was measured via the NBT method. Briefly, G-CDs (0 to 800 μg/ml) and NBT (0.05 mM) were combined with L-methionine (13 mM) and riboflavin (20 μM) in 25 mM phosphate-buffered saline (PBS) (pH 7.4) followed by light-emitting diode (LED) irradiation for 3 min. The change in absorbance at 560 nm was then measured to assess O_2_^•−^ removal.

### Analyses of hydroxyl radical scavenging activity

The ability of G-CDs to scavenge hydroxyl radicals (•OH) was assessed with a modified version of a protocol published previously [15]. Briefly, 100 μl of G-CDs (0, 50, 100, 200, 400, and 800 μg/ml) was combined with 20 μl of FeSO4·7H_2_O [10 mM in deionized (DI) water], 65 μl of H_2_O_2_ (100 mM in DI water), 10 μl of NaAc-Hac buffer (pH 5.2), and 5 μl of TMB (10 mM in DMSO) for 1 h in the dark at room temperature. Absorbance at 652 nm was then analyzed to assess product formation, analyzing G-CD free radical scavenging activity as follows:

$$\text{Eliminate}\%=\left(A_{TMB}-A_{\text{Sample}}\right)/A_{TMB}\times 100\%$$ (1)

where *A* denotes the absorbance of the solution at 652 nm in the presence or absence of G-CDs.

### Intracellular ROS analyses

ROS levels in RAW264.7 cells were quantified with DCFH-DA (AmBeed, China) used as directed. Briefly, DCFH-DA was prepared in serum-free medium at 10 μM, followed by incubation for 30 min at 37 °C, washing the cells thrice with PBS to remove any free DCFH-DA. A fluorescence microscope was then used to detect intracellular ROS based on the intensity of green fluorescence.

### Mitochondrial membrane potential analyses

A JC-1 staining kit (MCE, Shang, China) was used as directed to quantify mitochondrial membrane potential (MMP). Briefly, serum-free medium containing 2 μM JC-1 was incubated with RAW264.7 cells for 20 min at 37 °C. These cells were then washed 2 times using PBS and imaged with a fluorescence microscope. In the resultant images, red and green fluorescence were respectively associated with polymeric and monomeric JC-1.

### Malondialdehyde and SOD analyses

After discarding culture supernatants and collecting cells via centrifugation, they were disrupted via sonication and centrifuged again at 12,000 rpm. The resultant supernatants were then analyzed with assay kits based on provided instructions, while a BCA assay was used to quantify protein levels in these cell samples.

### MitoSOX analyses

MitoSOX Red (Thermo) was used as directed to assess mitochondria superoxide production. Briefly, a 500 nM working solution was prepared and used to stain RAW264.7 cells for 30 min in a standard culture incubator. Cells were then washed thrice with PBS and imaged under a fluorescence microscope, with the intensity of the red fluorescence signal being proportional to the degree of mitochondrial superoxide production.

### RNA-sequencing and bioinformatics analyses

RAW264.7 cells were plated in 6-well plates with LPS (1 μg/ml) with or without G-CDs (400 μg/ml) for 6 h, after which TRIzol was used to extract total RNA from these cells and RNA extraction was conducted as previously described [16]. A NanoDrop spectrophotometer and a Bioanalyzer 2100 system were used to quantify RNA yields and assess RNA quality, after which an Illumina NovaSeq 6000 platform was used to assess changes in gene expression. The resultant data were used to select genes that were up-regulated or down-regulated that were relevant to oxidative stress and inflammation. As these data were from murine cells, while connectivity map (cMAP) data were from human cell lines, murine gene identifiers were converted to human gene identifiers with the HomoloGene database (https://www.ncbi.nlm.nih.gov/datasets/gene/), introducing the homologene into the cMAP website and performing analyses with the query tool. The RNA-sequencing (RNA-seq) data have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) repository with the accession GEO: GSE278841 (https://www.ncbi.nlm.nih.gov/geo/info/faq.html#holdprivate).

### In vivo evaluation

#### Anti-inflammatory effects of G-CDs in the CuSO₄-induced zebrafish model

At 72 h post-fertilization (hpf), zebrafish larvae with DsRED2-labeled neutrophils without embryonic membranes were added to 6-well plates (20 larvae/well) and separated into control, model, positive control (20 μM ibuprofen), and G-CDs (100, 200, and 400 μg/ml) treatment groups. The positive control and G-CDs groups were pretreated for 6 h, after which inflammation was initiated by adding 20 μM CuSO₄ to all wells other than the control wells for 2 h. The anti-inflammatory effects of G-CDs were quantified by the random selection of 6 zebrafish per group and by assessing neutrophil distributions using fluorescence microscopy.

#### Therapeutic effects of G-CDs in a sepsis-induced mouse model

Male BALB/c mice (7 to 8 weeks old, 18 to 20 g, Charles River, Beijing, China) were housed under specific pathogen-free controlled conditions (25 °C, 50% humidity) with free food and water access. These mice were randomized into control, LPS, LPS + dexamethasone (3 mg/kg), LPS + G-CDs (25 mg/kg), and LPS + G-CDs (50 mg/kg) groups. A murine model of SILI was established by administering a single dose of LPS (5 mg/kg) intraperitoneally for 24 h, with mice in the LPS + G-CDs group having been pretreated with G-CDs for 3 d and intraperitoneally treated using G-CDs (100 μl, 25 or 50 mg/kg) 60 min following LPS injection. Equal volumes of sterile PBS were administered to mice in the control and LPS groups. The positive control mice were administered 3 mg/kg of dexamethasone intraperitoneally. At 24 h after modeling, isoflurane was used to euthanize animals. Isoflurane was also used as an anesthetic to minimize pain and distress throughout the study. The Ethics Committee of the Experimental Animal Centre of Shandong First Medical University approved all animal studies (Shandong, China, no. W202410180679) and conforms to all the relevant guidelines and regulations.

#### Biosafety assessment of G-CDs

For biosafety assays, 6- to 8-week-old wild-type BALB/c mice were separated into 3 groups that were injected intraperitoneally with G-CDs (100 or 500 mg/kg) or saline control. The body weights of these animals were recorded for 7 d, after which blood samples were harvested and evaluated with a hematology analyzer. A liver and renal function activity assay kit was also used to analyze aspartate aminotransferase (AST), alanine aminotransferase (ALT), blood urea nitrogen (BUN), and creatinine (CREA) levels in these animals. Major organs (heart, lungs, kidneys, spleen, liver) from these mice were also subjected to histological examination following hematoxylin and eosin (H&E) staining.

### Statistical analysis

The statistical data were presented as means ± standard deviation (SD). Appropriate statistical tests, including *t* tests and analysis of variance (ANOVA), were employed to compare different groups. The values of *P* < 0.05, *P* < 0.01, and *P* < 0.001 indicated statistical difference, significant statistical difference, and extremely significant statistical difference, respectively.

## Results

### G-CDs characterization

To avoid hazardous solvents during the synthesis process, G-CDs with anti-inflammatory and antioxidant activity were prepared from *Glycyrrhiza* using a hydrothermal method (Fig. S1). When these G-CDs were examined via TEM, they were found to be homogeneous in terms of their size and to be highly dispersible (Fig. 2A), with an average particle size of 4.67 ± 1.2 nm (Fig. S2A). High-resolution TEM images (Fig. 2A, inset) revealed the crystallinity of these G-CDs, which exhibited clear 0.21-nm lattice fringes that were consistent with the (100) crystal plane of carbon [17]. AFM was additionally used to assess the morphology of these G-CDs, revealing that they were uniformly distributed and ranged from 1.5 to 2.0 nm in thickness (Fig. 2B and C). Based on the consistency between this thickness and the average diameter obtained via TEM, these G-CDs appear to be quasi-spherical nanoparticles. The broad XRD peaks were consistent with G-CDs purity, and a diffraction peak observed at ~22° provided further support for the existence of the carbon crystal plane [18], in line with the high-resolution TEM results (Fig. 2D). As shown in Fig. 2E, the optical properties of the prepared G-CDs were excellent, exhibiting an ultraviolet–visible (UV–Vis) absorption peak at 320 nm that was attributable to the π–π* transition of the sp^2^ domains in the carbon structure [19]. When the fluorescence spectra of these G-CDs were examined, the optimal excitation and emission wavelengths were respectively measured at 450 and 515 nm (Fig. S2B). By using an integrating sphere system, the absolute quantum yield of G-CDs was determined as ≈5.6%, indicating the bioimaging potential of G-CDs. Under ambient light, G-CDs formed a transparent yellow-colored solution, whereas they emitted bright blue fluorescence when exposed to a 365-nm UV light source (Fig. 2E, inset). G-CDs fluorescence intensity was also consistent across various stability-tested concentrations of NaCl (0 to 1.0 M) (Fig. S2C). The cellular uptake of G-CDs in RAW264.7 cells was detected via fluorescence laser confocal scanning microscopy (LCSM), which revealed the internalization of these G-CDs in RAW264.7 cells within 10 min. The resultant fluorescence intensity was thereafter stable for a minimum of 30 min (Fig. S3).

**Fig. 2.**
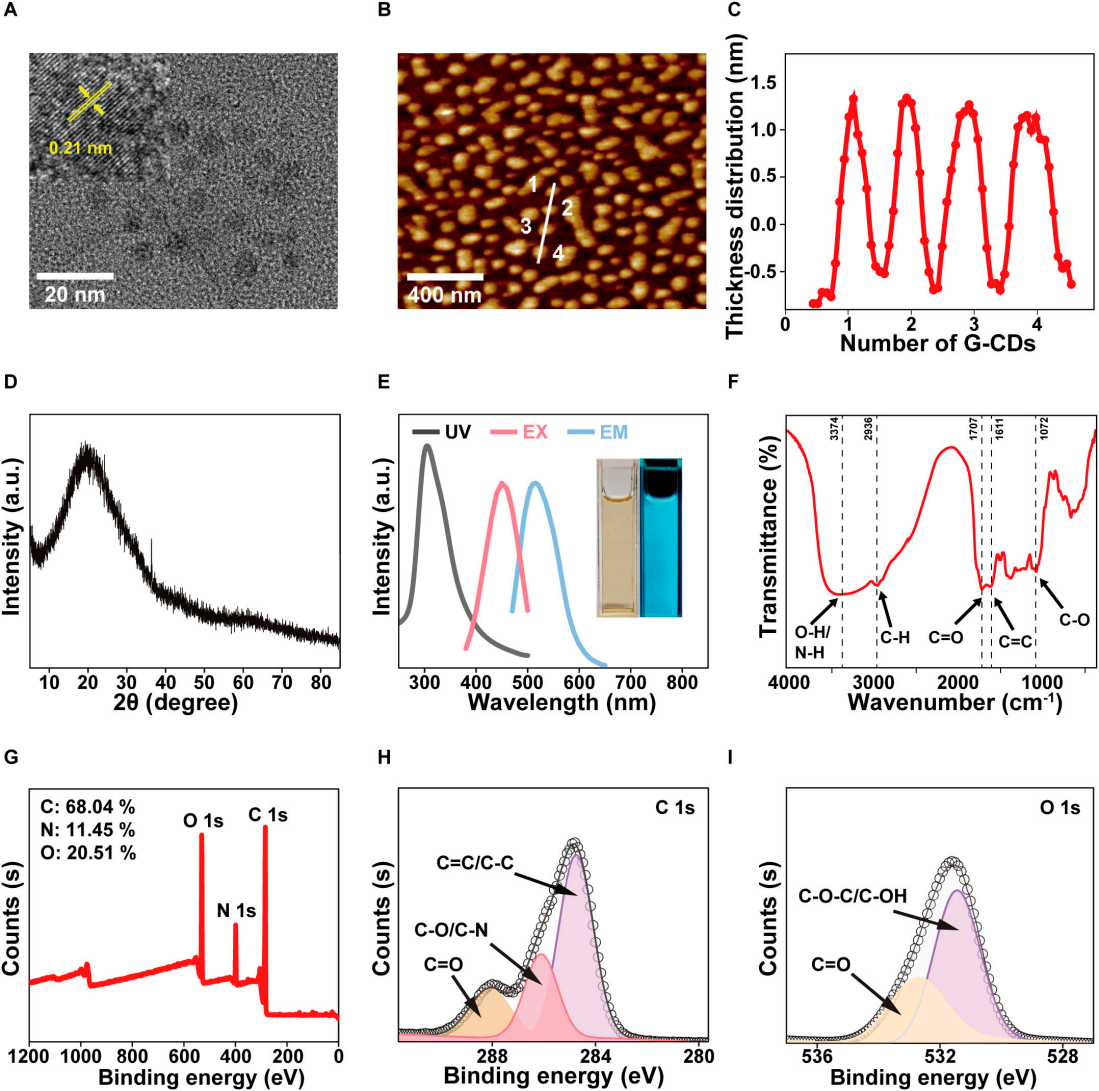
Characteristics of G-CDs. (A) TEM (inset: high-resolution TEM) image of G-CDs. (B and C) AFM image and thickness distribution of G-CDs. (D) XRD pattern of G-CDs. (E) UV absorption spectra (black line), fluorescence excitation (red line), and emission (blue line) spectra of G-CDs. Inset: Images of G-CDs taken under daylight (left) and 365-nm UV lamp (right). (F) FTIR spectra of G-CDs. (G) Full-scan XPS spectrum of G-CDs. (H and I) High-resolution C 1s and O 1s XPS spectra of G-CDs.

FTIR spectroscopy and XPS were next used to examine the surface chemistry and functional groups associated with these G-CDs. In FTIR spectra, distinct peaks were evident at 3,374 cm^−1^ (corresponding to the stretching vibrations of -OH or -NH), 2,936 cm^−1^ (C–H stretching), 1,707 cm^−1^ (C=O stretching), 1,611 cm^−1^ (C=C stretching), and 1,072 cm^−1^ (C–O stretching), consistent with functional groups being present on the surfaces of these G-CDs (Fig. 2F). In XPS analyses (Fig. 2G), these nanoparticles were found to consist primarily of carbon (68.04%), oxygen (20.51%), and nitrogen (11.45%). High-resolution XPS spectra revealed the deconvolution of the C1s spectrum into 3 major peaks at binding energies of 284.8, 286.1, and 288.1 eV, respectively corresponding to C=C/C–C, C–O/C–N, and C=O (Fig. 2H). The deconvolution of the N1s spectrum also yielded peaks at 399.8 and 401.6 eV that were respectively associated with pyrrolic nitrogen and graphitic nitrogen (Fig. S4). The O1s spectrum exhibited peaks at 531.4 and 532.7 eV that were respectively associated with C–O–C/C–OH and C=O bonds (Fig. 2I). These findings offer detailed insight into the chemical structures and surface functional groups associated with these G-CDs, confirming the successful preparation of spherical-like G-CDs with many unsaturated surface functional groups, excellent crystallinity, and fluorescence properties.

### Evaluation of the SOD-like nanozyme activity of G-CDs

As these G-CDs harbored many unsaturated functional groups on their surfaces, this was suggestive of their potential for robust antioxidant activity. We initially employed an ABTS method to test the total antioxidant capacities of G-CDs. When exposed to oxidants, ABTS can undergo oxidation to produce ABTS^•+^, which has a distinct absorption peak at 414 nm [20]. This ABTS^•+^ formation process can be inhibited when antioxidants are present, and in assays focused on total antioxidant capacity, G-CDs were found to inhibit ABTS^•+^ generation in a dose-dependent manner, with 200 μg/ml of G-CDs presenting with inhibitory activity comparable to that of a 50 μM positive control dose (Fig. 3A and B). The cellular ROS are mainly composed of hydroxyl radicals (•OH), superoxide anion (O_2_^•−^), and hydrogen peroxide (H_2_O_2_), which are usually generated as by-products of aerobic metabolism. We assayed the scavenging of •OH by G-CDs based on the Fenton reaction, with Fe^2+^ present in the reaction catalyzing the generation of large quantities of hydroxyl radicals from H_2_O_2_; after that, the chromogenic substrate TMB can react with these radicals to produce a colored product that can be measured based on its characteristic absorption peak at 652 nm. G-CDs were able to efficiently scavenge hydroxyl radicals, removing more than 70% of these radicals at a concentration of 200 μg/ml (Fig. 3C and D). Based on these findings, G-CDs exhibit highly potent antioxidant activity. Superoxide dismutase (SOD) is a key antioxidant enzyme responsible for superoxide anion neutralization [21]. G-CDs were found to exhibit robust O_2_^•−^ scavenging activity in NBT and WST assays (Fig. S5), inhibiting 50% of the WST-1 and O_2_^•−^ reactions at a G-CDs concentration of 3.75 μg/ml (Fig. 3E). In the WST detection analyses, the SOD-like activity of these G-CDs was measured at 13,340 U/mg such that these naturally derived preparation nanoparticles exhibit high SOD nanozyme activity levels.

**Fig. 3.**
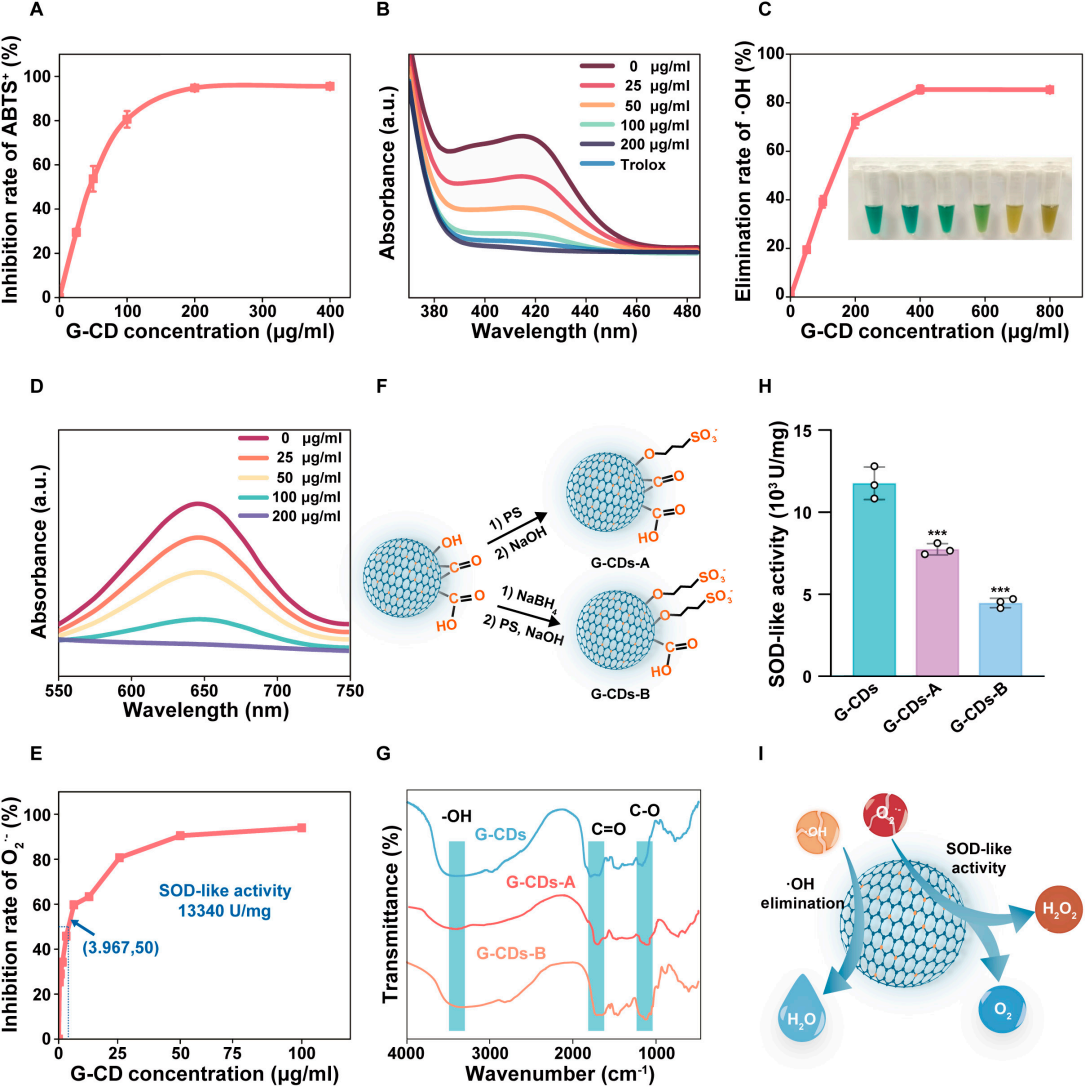
SOD-like activity of G-CDs. (A) The total antioxidant capacity of G-CDs was measured by using the ABTS method. (B) UV–Vis absorption spectra of ABTS^•+^ solutions after mixing with G-CDs at different concentrations. (C) The •OH scavenging capacity of G-CDs was detected based on the Fenton reaction. (D) UV–Vis absorption spectra of TMB solutions after mixing with G-CDs. (E) SOD-like activity of G-CDs. (F) Illustration of G-CDs modification. (G) FTIR spectra of G-CDs, G-CDs-A, and G-CDs-B. (H) SOD-like activities of G-CDs, G-CDs-A, and G-CDs-B. (I) Schematic diagram of the free radical scavenging activity of the G-CDs nanozyme. ***P < 0.001.

The role of surface hydroxyl groups in this observed SOD-like activity was tested by selectively deactivating these functional groups using PS, which reacts with carboxyl and hydroxyl groups to form ester and ether bonds. Under alkaline conditions, the ester bonds undergo hydrolysis, whereas the ether bonds remain intact [22]. Following the hydrolysis of PS-treated G-CDs in 0.5 M NaOH, G-CDs-A samples in which the hydroxyl groups had been passivated were obtained (Fig. 3F). The FTIR spectral analysis presented in Fig. 3G exhibited a decrease in absorption intensity within O-H (3,374 cm^−1^), while the absorption of C–O (1,072 cm^−1^) was increased, suggesting that the hydroxyl and amide have reacted with PS. In addition, the importance of surface carbonyls for the SOD-like activity of G-CDs was assessed by their chemical reduction with NaBH_4_ (Fig. 3F). In the FTIR spectrum of G-CDs-B (Fig. 3G), the absorption of C–O increased, followed by a decrease in the absorption of C=O (1,707 cm^−1^), indicating that the carbonyl groups were reduced to hydroxyl groups. In the WST assay, distinctly weaker SOD-like activity was observed for G-CDs-A and G-CDs-B, emphasizing the key roles that carbonyl and hydroxyl groups play as mediators of this SOD-like nanozyme activity (Fig. 3H). Together, these results provide support for the ability of G-CDs to scavenge free radicals through their SOD-like activity mediated by hydroxyl and carbonyl groups on the surface of these nanoparticles (Fig. 3I).

### G-CDs eliminate ROS and preserve mitochondrial function

The infection-triggered excessive ROS and uncontrolled inflammatory response cause cell damage are critical to the progression of SILI [23]. Given the robust free radical scavenging capacity of these G-CDs in the above experiments, the therapeutic potential was next explored using LPS-stimulated RAW264.7 cells by the DCFH-DA probe. Intense green fluorescence was evident in LPS-treated RAW264.7 cells, consistent with high levels of ROS production, whereas G-CDs dramatically decreased such ROS production as evidenced by a drop in green fluorescence intensity (Fig. 4A and B).

**Fig. 4.**
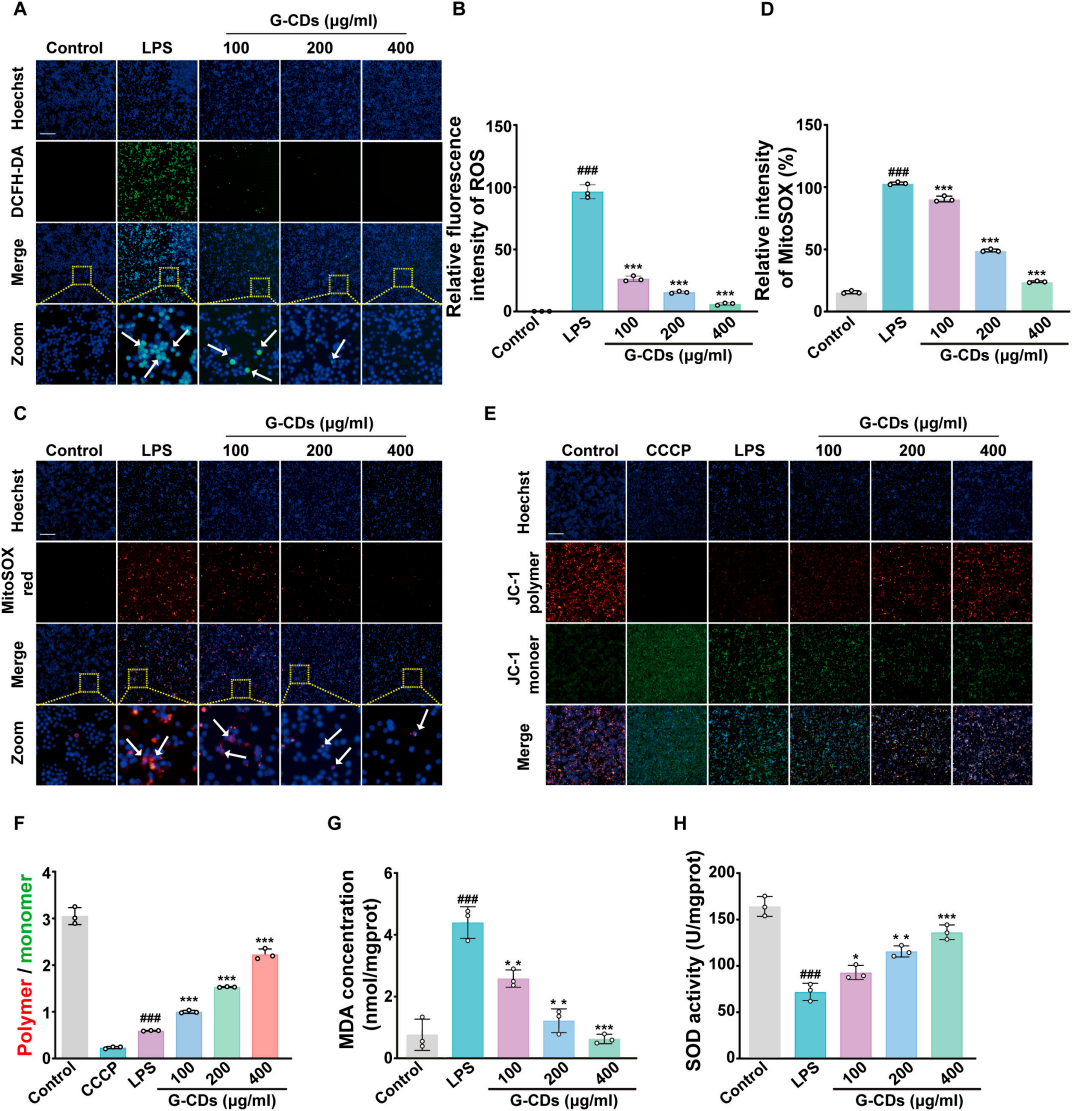
G-CDs eliminate ROS and protect mitochondrial function. (A and B) Detection of ROS using DCFH-DA and Hoechst staining, with quantification of representative fluorescence images; the white arrow represents cellular ROS (scale bar, 200 μm). (C and D) Detection of mitochondrial superoxide using MitoSOX red and Hoechst staining, with quantification of representative fluorescence images; the white arrow represents mitochondrial superoxide (scale bar, 200 μm). (E and F) MMPs in RAW264.7 cells were examined by JC-1 and Hoechst staining, with quantification of representative fluorescence images (scale bar, 200 μm). (G and H) Assessment of cellular MDA and SOD levels. Data are expressed as mean ± SD. *^###^P* < 0.001 versus control group; *P < 0.05, **P < 0.01, ***P < 0.001 versus LPS group; *n* = 3.

Mitochondria are the organelles responsible for producing most free radicals in each cell, and they can become dysfunctional if ROS accumulate to deleterious levels [24]. A MitoSOX kit was thus used to examine how G-CDs affect mitochondrial function. A substantial increase in superoxide production was noted in LPS-treated cells, whereas the corresponding red fluorescent signal became less intense in G-CDs-treated cells, consistent with the attenuation of mitochondrial ROS levels (Fig. 4C and D). JC-1 staining was also used to quantify MMP, demonstrating the ability of G-CDs to counteract the LPS-induced drop in MMP as determined based on the ratio of red to green fluorescence, highlighting the ability of these nanoparticles to protect against mitochondrial injury caused by LPS (Fig. 4E and F). The lipid peroxidation by-product malondialdehyde (MDA) can be used as an indirect indicator of oxidative injury in cells [25]. The combined assay of MDA and cellular SOD activity can provide a more comprehensive picture of the degree of oxidative stress in specific cells. The cells treated with G-CDs showed reduced MDA accumulation and enhanced SOD activity, consistent with the ability of the nanoparticles to protect against oxidative injury (Fig. 4G and H). In summary, the present results demonstrate the potent antioxidant properties of G-CDs given their ability to limit the production of ROS and to preserve the functionality of mitochondria.

### G-CDs inhibit NF-κB signaling to limit inflammation

The data shown above highlight the ability of G-CDs to readily clear ROS from LPS-treated cells, and overly high levels of oxidative stress are closely linked to inflammatory responses mediated by macrophages. When the anti-inflammatory effects of these G-CDs were further explored at the cellular level, treatment for 24 h with G-CDs was sufficient to suppress LPS-induced NO release in a dose-dependent fashion (Fig. S6A). In quantitative polymerase chain reaction (qPCR) analyses, G-CDs further inhibited M1 polarization-associated gene up-regulation in these macrophages, including the levels of the transcripts encoding interleukin-6 (IL-6), IL-1β, and tumor necrosis factor-α (TNF-α) (Fig. 5A to C). In contrast, these G-CDs had no impact on the expression of the M2 marker genes Arg-1 and CD206 (Fig. S6B and C), indicating that they may exert their effects primarily through their ability to alter the M1 polarization of macrophages. Furthermore, G-CDs also suppressed the up-regulation of inflammatory proteins such as COX-2, iNOS, and NLRP3 (Fig. 5D to G). The NF-κB signaling pathway is central to the coordination of inflammatory cellular responses triggered by external stimuli. IKKβ is phosphorylated in response to LPS, leading to IκBα phosphorylation and nuclear p65 translocation, culminating in the up-regulation of pro-inflammatory mediators [26]. Western immunoblotting demonstrated the ability of G-CDs to inhibit IKKβ phosphorylation dose-dependently (Fig. 5H and I). G-CDs also decreased IκBα and NF-κB p65 phosphorylation in this assay system (Fig. 5H, J, and K), highlighting their ability to reliably suppress LPS-induced NF-κB pathway activation.

**Fig. 5.**
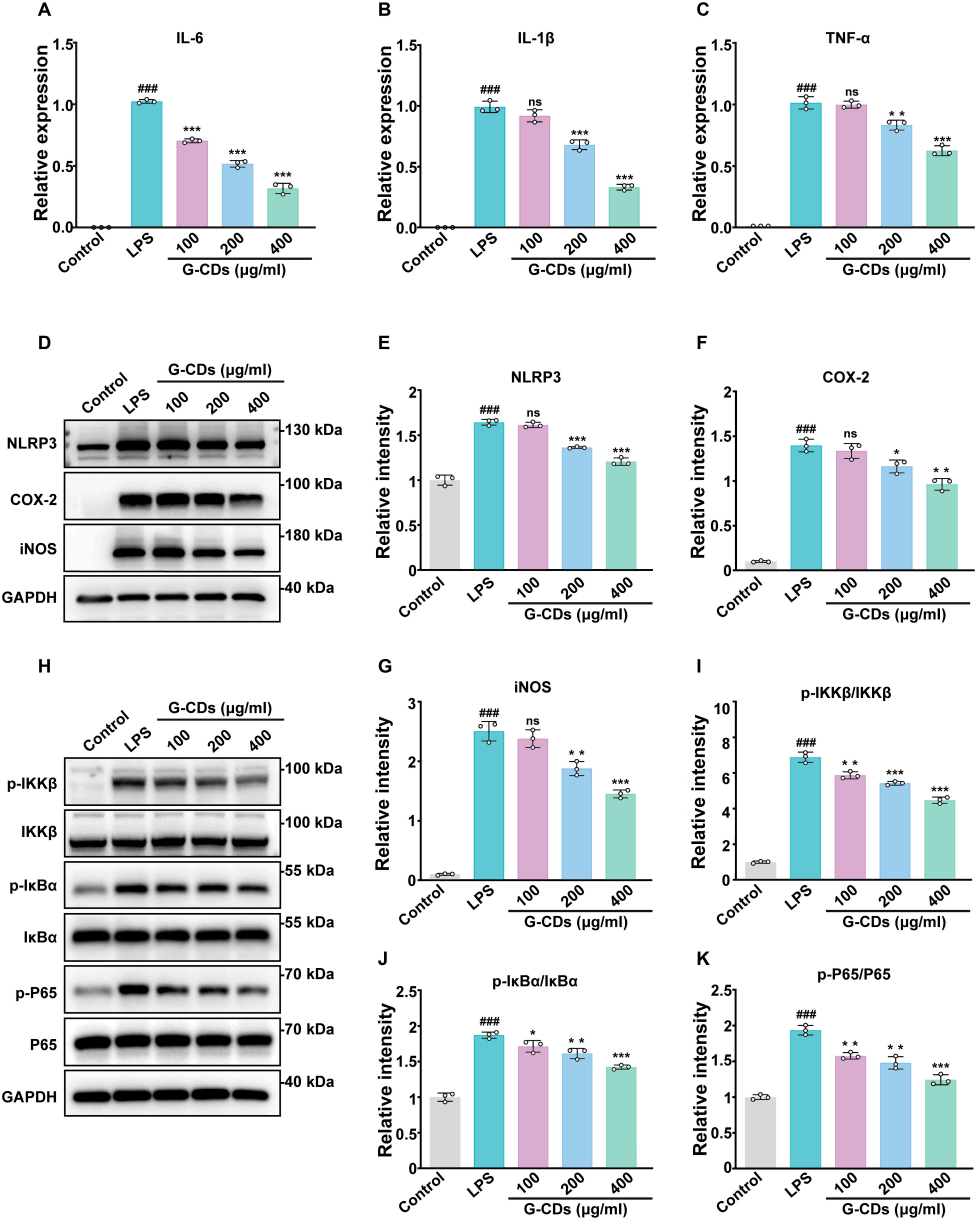
G-CDs exert anti-inflammatory effects by inhibiting the NF-κB pathway. (A to C) RAW264.7 cells were treated with LPS (1 μg/ml) in the absence or presence of G-CDs for 6 h. The mRNA expression levels of IL-6, IL-1β, and TNF-α were measured by qPCR. (D to G) Representative images and quantification of Western blotting analysis showing the levels of NLRP3, COX-2, and iNOS in the presence or absence of G-CDs treatment. (H to K) Representative images and quantification of Western blotting analysis showing the levels of phosphorylated IKKβ (p-IKKβ), phosphorylated IκBα (p-IκBα), and phosphorylated P65 (p-P65) in the presence or absence of G-CDs treatment. Quantitative analysis from 3 independent experiments. Data are expressed as means ± SD. *^###^P* < 0.001 versus control group; *P < 0.05, **P < 0.01, ***P < 0.001 versus LPS group; ns, not significant; *n* = 3.

In conclusion, G-CDs appear to present with excellent anti-inflammatory activities that entail the inhibition of M1 macrophage polarization and the suppression of NF-κB pathway activation. These nanoparticles are therefore promising candidate drugs for the treatment of inflammatory diseases such as SILI.

### G-CDs activate the Keap1/Nrf2 pathway to exert their antioxidant effects

To better clarify the mechanistic basis for the antioxidant activity of these G-CDs, RNA-seq analyses of RAW264.7 cells treated for 6 h with or without G-CDs were next performed. 

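RAW264.7 is a mouse macrophage line, and LPS is a component of the bacterial outer membrane that provokes an inflammatory response in these cells. Libraries were made from 3 groups of 3 cultures each, which were untreated control cells, cells given LPS at 1 μg/ml, and cells given LPS at 1 μg/ml together with G-CDs at 400 μg/ml, the treated groups for 6 h. The sample labels name G-CDs in the titles of the last group but give LPS alone as its treatment, and the groups follow the methods of the paper. The authors deposited an FPKM value, a read count scaled to gene length and library size, for each of 54532 genes in each of the 9 libraries. The paper's text does not name the aligner, the genome build or the test for differential expression. The gene coordinates equaled those of GENCODE mouse release 21 (GRCm38) for 53499 of the 54409 genes found in both. Multiplied by gene length, the FPKM values came out as whole multiples of 1 read, to within 0.05 reads, in 100.0% of cases, which gave the reads behind them. The control libraries held 16933068, 14936480 and 15914849 reads on genes, the LPS libraries 14872213, 14752400 and 15571695, and the LPS + G-CDs libraries 14756310, 17312255 and 15963103. The library size used for FPKM was between 1.108 and 1.14 times these reads in the control group, between 0.929 and 0.936 times in the LPS group and between 0.88 and 0.98 times in the LPS + G-CDs group, so the deposited values already hold a scaling between libraries. From there, the 11585 genes with an FPKM of at least 1 in at least 3 libraries were tested on log2(FPKM + 1) with limma in a single model of the 9 libraries. Fold changes on this scale understate the change of genes with low values. Across the tested genes, Pearson's r between replicates was 0.987 to 0.988 for LPS, 0.94 to 0.969 for control and 0.935 to 0.975 for LPS + G-CDs. The replicate SD of a gene had a median of 0.259 on the log2 scale in the LPS + G-CDs group, 0.244 in the control group and 0.087 in the LPS group. Part of this spread followed gene length. Among the genes with a median length of 11447 bases, LPS + G-CDs replicate 1 lay 0.328 above its group mean and replicate 3 lay at -0.313, while the LPS libraries stayed between -0.038 and 0.021.

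**Figure D1:**
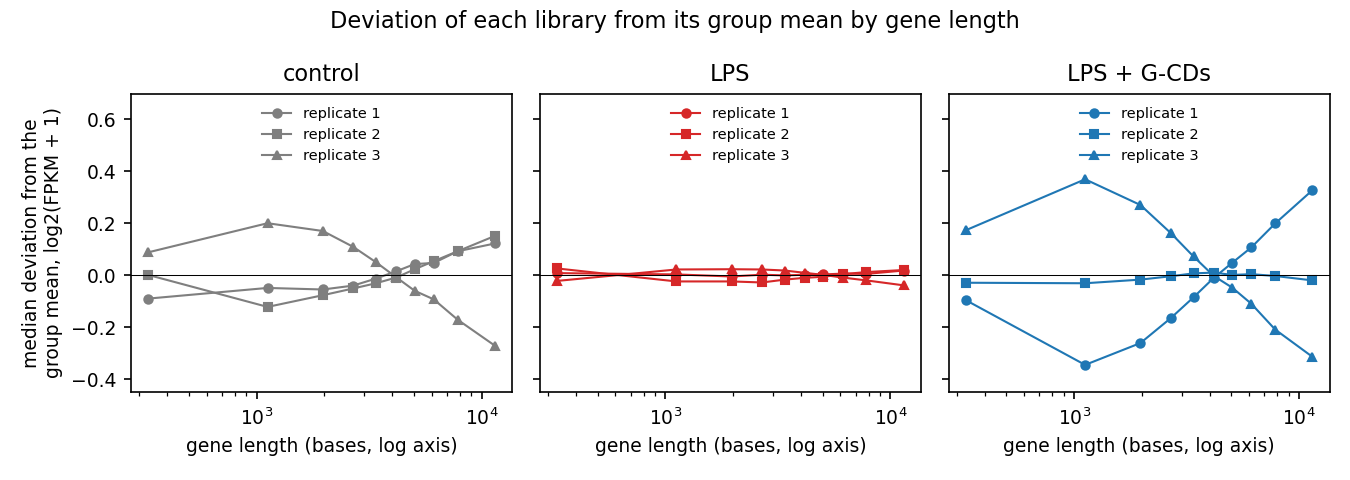
Median deviation of each library from the mean of its group, in log2(FPKM + 1), for 10 bins of genes ordered by gene length in bases (log axis). Each line is 1 library, and the lines of LPS + G-CDs replicates 1 and 3 run in opposite directions, from -0.344 and 0.37 in the second bin to 0.328 and -0.313 in the last.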

Relative to control cells, LPS-treated cells exhibited markedly altered gene expression patterns (Fig. 6A). 

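A gene was counted as expressed in a group when its mean FPKM over the 3 libraries was above 1, since the paper's text gives no threshold for the Venn diagram. By this rule 10147 genes were expressed in all 3 groups, 467 in control cells only, 295 in LPS-treated cells only and 153 in LPS + G-CDs cells only. A further 168 genes were shared by control and LPS cells only, 217 by control and LPS + G-CDs cells only, and 358 by LPS and LPS + G-CDs cells only. Over other thresholds, TPM and each library left out, the genes in all 3 groups ranged from 9404 to 12059, those in control cells only from 377 to 915 and in LPS-treated cells only from 266 to 453, while those in LPS + G-CDs cells only stayed within 1.5 times the 153. The 3 shared parts ranged from 137 to 433, from 139 to 254 and from 315 to 427. Between LPS-treated and control cells, 3630 of the 11585 genes passed an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment, of which 1827 were higher and 1803 lower with LPS. Rescaling each library to a common sum (TPM) moved this result most, to 1003 higher and 3059 lower, because it brought the median log2 fold change of all genes to -0.2321. On the log2(FPKM + 1) scale the largest rises were those of Csf3, Acod1, Cxcl2, Ptgs2 and Ccl5. Csf3 (chromosome 11, 98701263 to 98703629) rose from 0.107 ± 0.15 FPKM in control cells to 1374 ± 37.5 FPKM in LPS-treated cells (SD, n = 3), a log2 fold change of 10.29 (standard error 0.18, limma adjusted p = 4e-09). Acod1 had a log2 fold change of 9.64 and Ccl5 of 8.72. Among the falls, Kbtbd11 went from 70.5 ± 13.9 to 3.89 ± 0.377 FPKM (SD, n = 3), a log2 fold change of -3.85 (standard error 0.16, limma adjusted p = 3.8e-07), followed by Susd3, Ptgs1, Cldn11 and Slc43a2 with log2 fold changes of -3.18, -2.96, -2.78 and -2.72. Each of these 10 genes separated the 3 LPS libraries from the 3 control libraries without overlap and kept its call in all 22 alternative analyses.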

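Between LPS + G-CDs and LPS-treated cells, 288 of the 11585 genes had an unadjusted limma p under 0.01 and a change of more than 1.5-fold, 144 higher and 144 lower with G-CDs. After Benjamini-Hochberg adjustment, 57 genes had an adjusted p under 0.05, 29 higher and 28 lower. These counts changed when libraries were left out. Leaving out LPS + G-CDs replicate 1 raised them to 1367 and 276 genes, and the 276 included all 57. Leaving out LPS + G-CDs replicate 2 or 3 gave 11 and 29 genes at the adjusted threshold, and leaving out one LPS library gave 10 to 13. The model fits a single variance per gene for all 3 groups. The median replicate SD was 0.087 with LPS and 0.259 with LPS + G-CDs, so its p-values assume an equal spread that the groups did not have. The direction of change of the 57 genes was kept in every alternative analysis in which they were tested. The largest rise was that of Hmox1, which encodes heme oxygenase-1 and lies on chromosome 8 of GRCm38 from 75093621 to 75100589, with a log2 fold change of 3.23 (standard error 0.17, limma adjusted p = 9.6e-05). Srxn1 rose from 15.3 ± 1.07 to 75.2 ± 5.27 FPKM (SD, n = 3), a log2 fold change of 2.22 (standard error 0.12, limma adjusted p = 9.6e-05). Procr, Akr1b8 and Slc48a1 followed with log2 fold changes of 2.12, 2.11 and 2.03. The falls were led by the processed pseudogene Gm14073, with a log2 fold change of -2.40 (standard error 0.39, limma adjusted p = 0.041), whose call was kept in only 9 of 23 alternative analyses. Fpr2 went from 3.75 ± 0.315 to 0.494 ± 0.302 FPKM (SD, n = 3), Siglec1 from 12.2 ± 0.534 to 3.25 ± 1.21 FPKM and Axl from 5.45 ± 0.121 to 1.16 ± 0.395 FPKM, with log2 fold changes of -1.68, -1.67 and -1.59. The call of Axl was kept in all 23 alternative analyses, while Siglec1 kept its call in 17 of 23. The ribosomal RNA gene Gm24931 completed the list on 2, 2 and 5 reads in the LPS libraries and 0 in each LPS + G-CDs library, which is too few to estimate a fold.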

When comparing the LPS + G-CDs and LPS treatment groups, 244 differentially expressed genes (DEGs) were identified (131 up-regulated, 113 down-regulated; fold change > 1.5, *P* < 0.01) (Fig. 6B). The results were arranged in a clustering heatmap revealing many genes associated with antioxidant stress and inflammatory responses among these DEGs (Fig. 6C). 

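The 18 genes of the heatmap were each past the threshold used for the DEGs in the direction shown in Fig. 6C. Because the study chose them from these libraries, this is not independent evidence. After adjustment over all tested genes, 6 of the 10 up-regulated and 5 of the 8 down-regulated genes kept an adjusted p under 0.05 in limma. Gclm, the modifier subunit of glutamate-cysteine ligase, rose from 9.28 ± 0.481 to 41 ± 3.79 FPKM (SD, n = 3), a log2 fold change of 2.03 (standard error 0.11, limma adjusted p = 9.6e-05). Prdx1 and Sqstm1 had log2 fold changes of 1.81 and 1.32 (adjusted p = 0.037 and 0.0068). Prdx1 kept its call in 14 and Sqstm1 in 19 of 23 alternative analyses, and 10.9% of the 50-base words of Prdx1 also occur in other genes. The up-regulated genes of the heatmap that fell short, Gstp1, Cat, Hebp2 and Gstt3, had limma adjusted p-values of 0.051, 0.071, 0.15 and 0.15. Gstp1 stayed short of the threshold in 16 and Cat in 19 of 23 alternative analyses, and Hebp2 and Gstt3 in all 22 that tested them. Of Gstp1, 62.3% of the 50-base words occur in other genes, so its reads are uncertain. Ccl22 fell from 123 ± 2.21 to 49.1 ± 7.17 FPKM (SD, n = 3), a log2 fold change of -1.31 (standard error 0.12, limma adjusted p = 0.0036), and kept its call in all 23 alternative analyses. Lta, Tnfaip3 and Lcn2 fell with log2 fold changes of -1.10, -1.10 and -1.04 (adjusted p = 0.0068, 0.043 and 0.023), and kept their calls in 17, 12 and 14 of 23. Malt1, Egr3 and Tnfrsf8 had log2 fold changes of -1.35, -0.75 and -0.66 with adjusted p-values of 0.066, 0.1 and 0.15. Malt1 stayed short of the threshold in 18 of 23 alternative analyses, and Egr3 and Tnfrsf8 each in 18 of 19. In all 18 genes the 3 LPS + G-CDs libraries lay on one side of the 3 LPS libraries.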

Gene Ontology (GO) enrichment of the DEGs up-regulated following G-CDs treatment revealed that they were closely associated with free radical clearance and MMP regulation, whereas the down-regulated DEGs were associated with oxidative stress-related biological processes, supporting the ability of G-CDs to protect against oxidative injury (Fig. S7). 

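The GO terms of Fig. S7 were not used here. In their place, gene lists written by hand were tested with limma's camera, which compares a list with all other genes, at a preset correlation between genes of 0.01. The 31 tested genes of a list on the removal of reactive oxygen species had a median log2 fold change of 0.44 between LPS + G-CDs and LPS (adjusted p = 6.7e-07 over the lists), with 25 genes higher and 6 lower. Of these genes, 2 were higher at an adjusted p under 0.05 over all genes tested, and 8 adjusted over the list alone. The 2 were Prdx1 and Srxn1, both genes of Fig. 6C, and the list was not tested without such genes. The rise of the list was uneven, with medians of 0.01, 0.481 and 0.746 above the LPS mean in LPS + G-CDs replicates 1, 2 and 3, and without replicate 3 the median change was 0.24. Glutathione metabolism, with 35 tested genes, had a median of 0.30 (adjusted p = 1.9e-06), which went to 0.45 without LPS + G-CDs replicate 1 and to 0.20 without replicate 3. In analyses added after seeing the data, it was 0.165 with the gene-length trend removed. It was 0.157 with length and GC trends, or the trend among the control libraries, removed. The list stayed past the threshold in these. A list on mitochondrial membrane potential, with 42 tested genes, had a median of 0.13 (adjusted p = 0.035), with 27 genes higher and 15 lower. This last result was the least stable, since its median became -0.03 after rescaling to TPM, which brought the median of all genes to -0.1354, and 0.065 without LPS + G-CDs replicate 3. Without LPS replicate 3 its adjusted p was 0.051. With the correlation between genes estimated from the data, none of these 3 lists passed an adjusted p of 0.05, and the lists that did were those of the Nrf2 targets, NF-κB signaling, TNF signaling and Fig. 6C. With limma's fry, every list past the threshold in camera stayed past it.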

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses revealed the ability of G-CDs to regulate inflammation-related signaling, particularly with respect to the NF-κB and TNF signaling pathways (Fig. 6D).

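KEGG enrichment was not rerun here, and hand-written lists were tested for the same pathways. For NF-κB signaling, 42 of 66 tested genes were lower with G-CDs and the median log2 fold change was -0.15 (camera adjusted p = 0.001). Of these genes, 2 fell at an adjusted p under 0.05 over all genes tested and 3 adjusted over the list alone. The 2 were Lta and Tnfaip3, both genes of Fig. 6C, so their falls are not independent evidence. The list was not tested without such genes. For TNF signaling, 52 of 82 genes were lower with a median of -0.15 (camera adjusted p = 0.016), of which 4 fell and 0 rose at an adjusted p under 0.05 over all genes, and 6 fell and 3 rose adjusted over the list alone. Lta and Tnfaip3 were also among these 4, and the TNF list was not tested without them. Both medians were smaller without LPS + G-CDs replicate 3, at -0.09 and -0.07. With the trend among the control libraries removed, an analysis added after seeing the data, the adjusted p for TNF signaling was 0.058. A list of inflammatory response genes had a median of -0.29 (camera adjusted p = 4.9e-06), with 25 of 36 genes lower, and LPS itself had raised the median gene of this list by 5.23 on the log2 scale. When the 6 libraries were split into groups of 3 in all 10 ways, 3 splits, the real one included, gave a camera p as small. With the correlation between genes estimated from the data, this list did not pass (camera adjusted p = 0.095). Among its members, Il1rn fell from 134 ± 5.52 to 51.2 ± 4.35 FPKM (SD, n = 3), a log2 fold change of -1.38 (standard error 0.16, limma adjusted p = 0.009), and Il1a from 148 ± 10.4 to 78.2 ± 10.8 FPKM, a log2 fold change of -0.91 (standard error 0.13, limma adjusted p = 0.023). In the TNF list, Edn1 and Mmp9 fell with log2 fold changes of -1.17 and -0.91 (adjusted p = 0.0037 and 0.018). Of these 4 genes, Edn1 kept its call in all 23 alternative analyses, Il1rn in 17, Mmp9 in 14 and Il1a in 11. Each list groups genes by topic, so the fall of a member does not by itself show less inflammation or less NF-κB signaling. The transcripts of the NF-κB components themselves did not pass the threshold. Nfkbia, which encodes IκBα, had a log2 fold change of -0.14 (adjusted p = 0.54), Ikbkb of -0.26 (0.35) and Rela of -0.04 (0.88).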

**Fig. 6.**
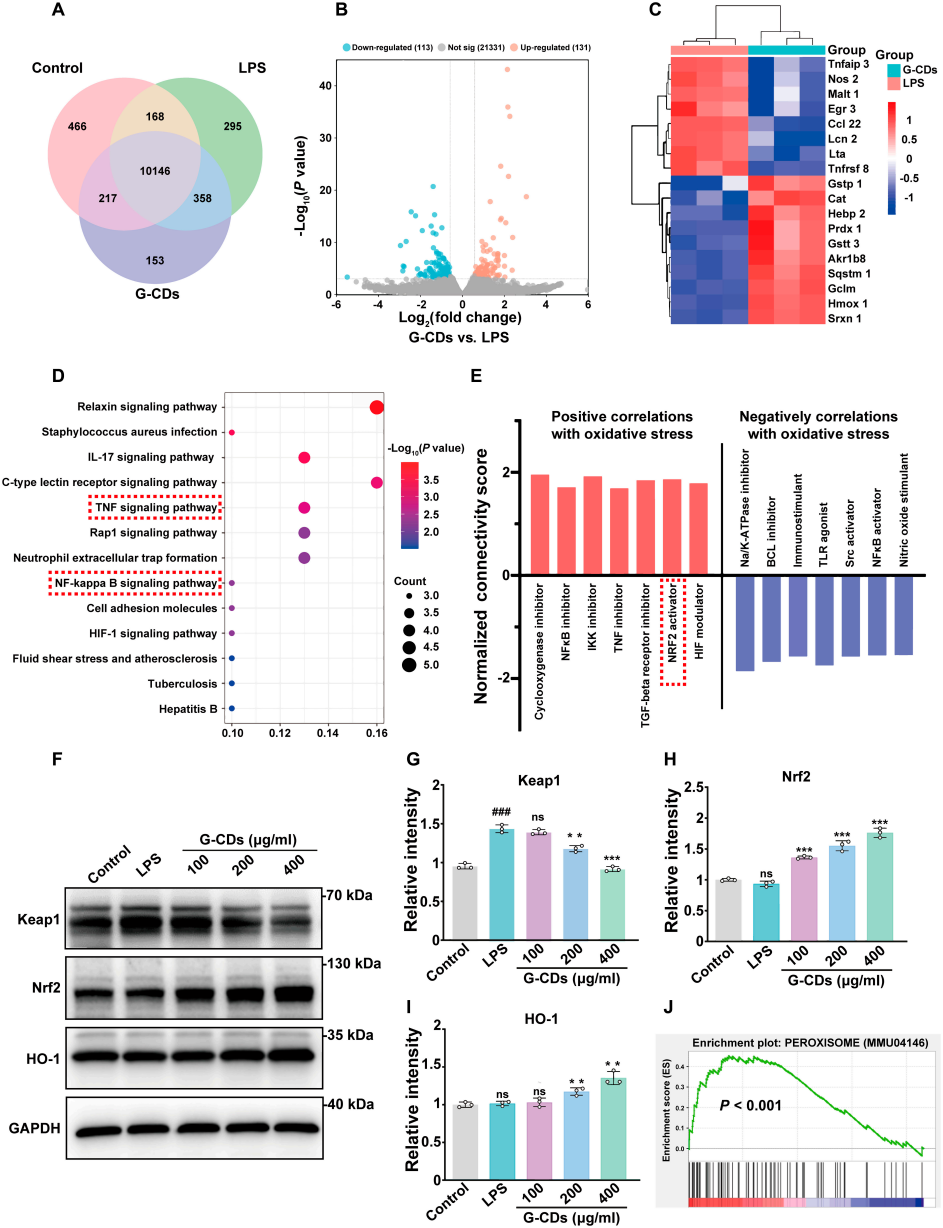
G-CDs exert antioxidant effects by activating the Keap1/Nrf2 pathway. (A) Venn diagram of common and specific genes in the control, LPS, and G-CDs groups. (B) Volcano plot of DEGs in the G-CDs group compared to the LPS group, with the left side representing down-regulated DEGs and the right side representing up-regulated DEGs. (C) Heatmap of inflammation- and oxidative stress-related genes. (D) Compared to the LPS group, the down-regulated pathways in the G-CDs group are mostly related to inflammatory responses. (E) Connectivity map instances (or datasets) and functional annotations of small molecules with the most significant positive and negative correlations with G-CDs activity. The connectivity score shown on the *y* axis is a measure of correlation strength. (F to I) Representative images and quantification of Western blotting analysis showing the levels of Keap1, Nrf2, and HO-1 in RAW264.7 cells in the presence or absence of G-CDs treatment. (J) GSEA plots of peroxisome. Quantitative analysis from 3 independent experiments. Data are expressed as means ± SD. *^###^P* < 0.001 versus control group; **P < 0.01, ***P < 0.001 versus LPS group; *n* = 3.

The cMAP database has been developed to facilitate the analysis of small-molecule drug-related changes in gene expression. This database can enable rapid comparisons of gene expression profiles to identify drugs closely associated with diseases while also enabling researchers to draw inferences regarding the mechanisms through which a given drug may function [27]. In Fig. 6E, 7 small-molecule functions that were the most strongly positively correlated with oxidative stress are shown along the left side. Of these functions, functional annotation results revealed a particularly close relationship between Nrf2 activators and oxidative stress, supporting the potential status of Nrf2 as a target through which G-CDs exert their therapeutic effects. Accordingly, target proteins in the Nrf2 pathway were next examined, revealing the ability of G-CDs to reduce the levels of the upstream protein Keap1 while significantly enhancing Nrf2 expression and the expression of its downstream target HO-1 (Fig. 6F to I). ‌Gene Set Enrichment Analysis (GSEA) analyses further revealed the enrichment of many peroxisome-related genes in the G-CDs treatment group as compared to the LPS group, attesting to the antioxidant effects of these G-CDs (Fig. 6J). These results support a model wherein G-CDs can control inflammation and exert their antioxidant effects through Keap1/Nrf2 pathway activation.

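The connectivity map was not used here. A hand-written list of 42 Nrf2 target genes had a median log2 fold change of 0.87 between LPS + G-CDs and LPS over its 34 tested genes (camera adjusted p = 2.1e-22), with 33 genes higher and 1 lower. Of these, 9 were higher at an adjusted p under 0.05 over all genes tested and 24 adjusted over the list alone, and in 26 all 3 LPS + G-CDs libraries lay above all 3 LPS libraries. Because 8 of the tested genes are in Fig. 6C, the list was also tested without them. The remaining 26 genes had a median of 0.71 (camera adjusted p = 1.3e-12), with 25 higher. Between LPS and control cells the median log2 fold change of the full list was -0.33. Over the alternatives the median of the full list stayed between 0.73 and 0.998, and rescaling to TPM gave 0.766. The list was higher in each LPS + G-CDs library than in any LPS library. Its medians in LPS + G-CDs replicates 1, 2 and 3 were 0.758, 0.876 and 1.207 above the LPS mean, against -0.029 to 0.027 in the LPS libraries.

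**Figure D2:**
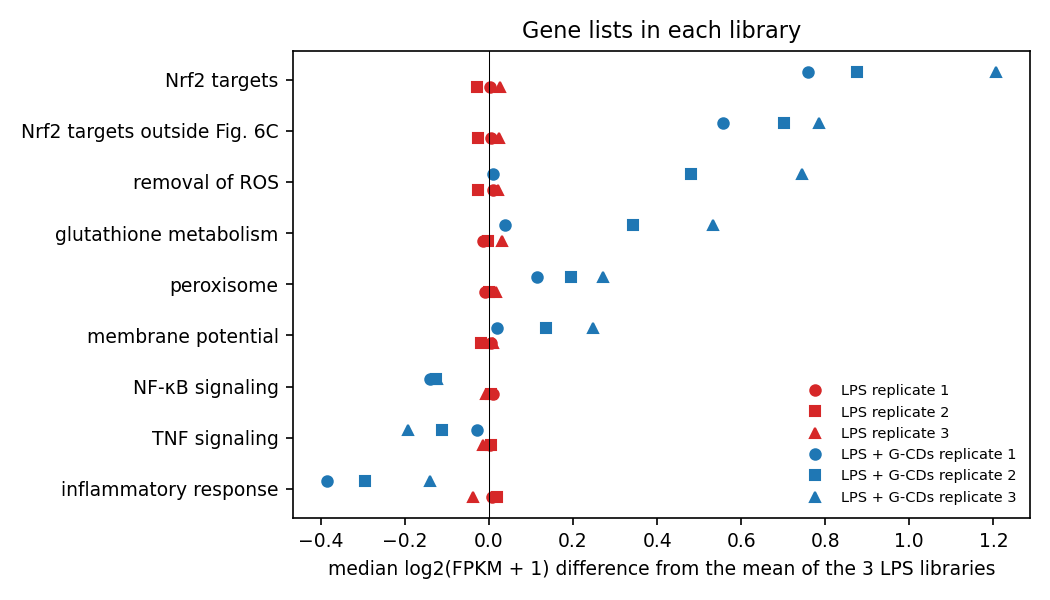
Median difference of each gene list from the mean of the 3 LPS libraries, in log2(FPKM + 1). Each point is 1 library, LPS in red and LPS + G-CDs in blue, and the Nrf2 targets of the LPS + G-CDs libraries lie between 0.758 and 1.207 while those of the LPS libraries lie between -0.029 and 0.027.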

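For the peroxisome, a hand-written list stood in for the gene set behind Fig. 6J. Its 60 tested genes had a median log2 fold change of 0.16 between LPS + G-CDs and LPS, with 45 higher and 15 lower (camera adjusted p = 0.00088). With the correlation between genes estimated from the data, the list did not pass (camera adjusted p = 0.089). At an adjusted p under 0.05, 1 gene rose and 1 fell over all genes tested, and 3 rose and 1 fell adjusted over the list alone. The gene that rose was Prdx1 and the gene that fell was Nos2, both genes of Fig. 6C, and they kept their calls in 14 and 8 of 23 alternative analyses. Without its 6 antioxidant genes and Nos2, the 53 genes left had a median of 0.16 as well, with 41 higher (camera adjusted p = 0.0019). The medians in LPS + G-CDs replicates 1, 2 and 3 were 0.114, 0.196 and 0.272 above the LPS mean, against -0.01 to 0.016 in the LPS libraries. Rescaling to TPM, which lowers all genes together, brought the median of the list to 0.05. Between LPS and control cells the same list had a median log2 fold change of -0.32.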

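At the level of mRNA, the 3 components moved differently. Keap1 (chromosome 9 of GRCm38, 21229730 to 21239361) was at 25.5 ± 0.901 FPKM in control cells, 19.4 ± 1.33 in LPS-treated cells and 21.9 ± 0.798 in LPS + G-CDs cells (SD, n = 3). Its log2 fold change with G-CDs was 0.16 (standard error 0.10, limma adjusted p = 0.38), so the difference from LPS did not pass the threshold, although all 3 LPS + G-CDs libraries lay above the LPS libraries. Nfe2l2, the gene of Nrf2 (chromosome 2, 75675513 to 75704641), was at 29.1 ± 7.6, 30.5 ± 1.24 and 30.1 ± 1.51 FPKM in the same order (SD, n = 3). Its log2 fold change of -0.02 (standard error 0.18, limma adjusted p = 0.96) was within the spread between replicates, and its sign changed when LPS replicate 2 or LPS + G-CDs replicate 1 was left out, to 0.003 and 0.019. Hmox1 was at 63.1 ± 12.3 FPKM in control cells, 76.4 ± 3.71 in LPS-treated cells and 728 ± 90.1 in LPS + G-CDs cells (SD, n = 3), and kept its call in all 23 alternative analyses. From the protein levels of Keap1, Nrf2 and HO-1 together with the expression data, the paper proposes that G-CDs act on inflammation and oxidative stress by activating the Keap1/Nrf2 pathway.

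**Figure D3:**
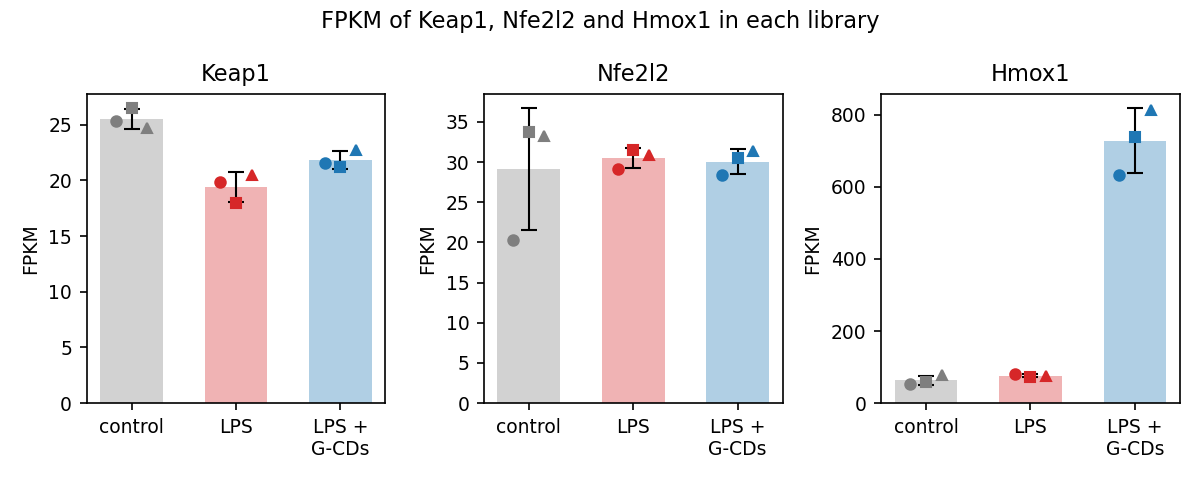
FPKM of Keap1, Nfe2l2 and Hmox1 in control, LPS-treated and LPS + G-CDs cells. Bars are means, error bars the SD of 3 libraries and points the libraries, and only Hmox1 of these 3 genes has its LPS + G-CDs libraries, at 634 to 813 FPKM, far above the others.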

### In vivo validation of the therapeutic efficacy of G-CDs

The above in vitro data offer clear support for the antioxidant and anti-inflammatory properties of the prepared G-CDs. To confirm these findings in vivo, a zebrafish model of acute inflammation was first established (Fig. S8). CuSO₄ exposure caused substantial acute injury and inflammation in these fish characterized by red fluorescent neutrophil migration from the dorsal and abdominal aorta to the lateral line neural thalamus [28]. While a considerable increase in such neutrophil migration was apparent in the CuSO₄ model group, it was readily suppressed by ibuprofen or G-CDs, with a 400 μg/ml dose of G-CDs exhibiting anti-inflammatory activity levels analogous to those observed for 20 μM ibuprofen (Fig. 7A and B), underscoring the potent in vivo antioxidant activity of G-CDs.

**Fig. 7.**
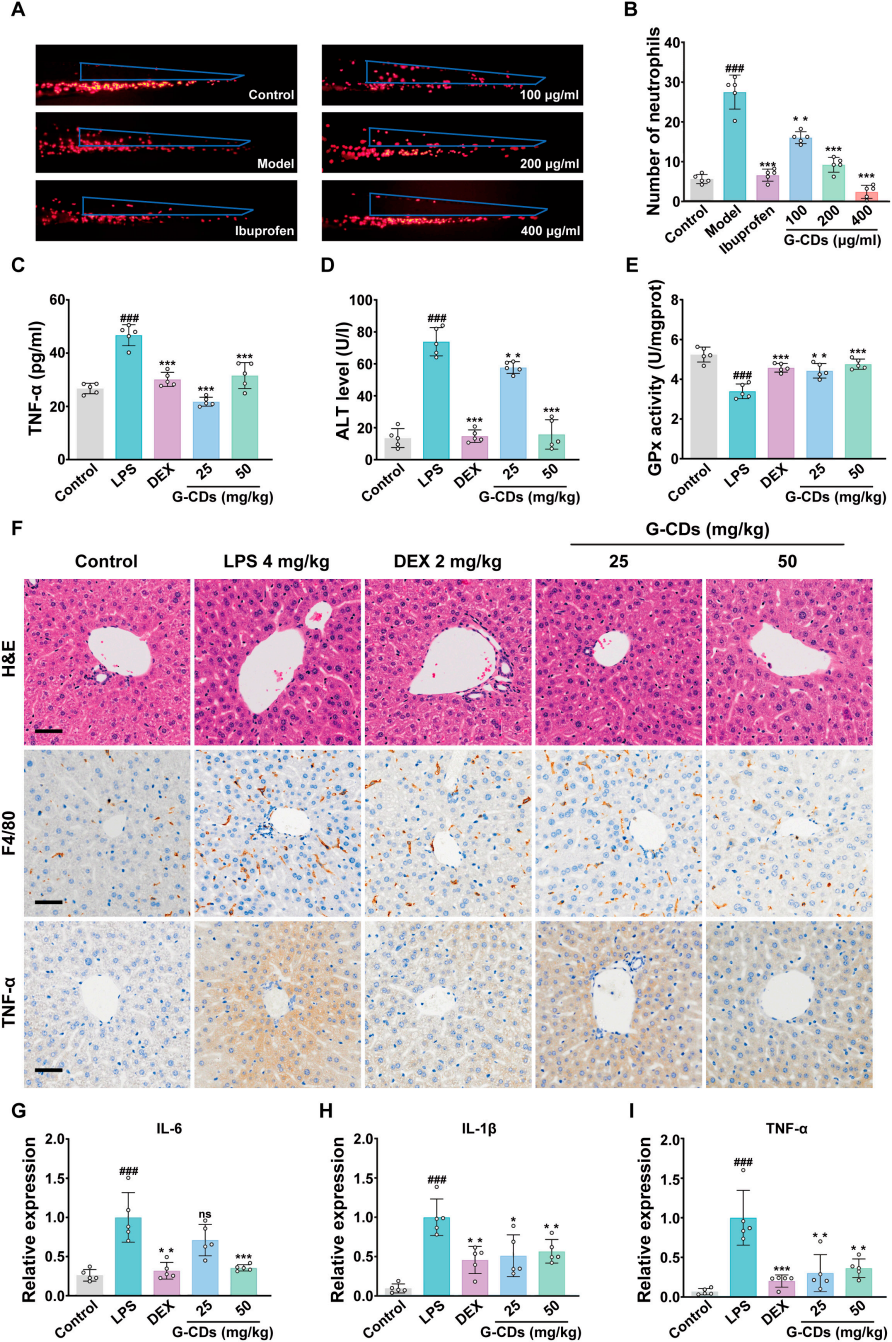
Anti-inflammatory activity of G-CDs in vivo. (A and B) Phenotypes and quantitative analysis of neutrophil distribution and tail neutrophil spread to lateral line in zebrafish. The blue box indicates the neutrophil spreading area. (C) TNF-α levels in mouse sera, measured by enzyme-linked immunosorbent assay (ELISA) kit. (D) ALT levels in mouse sera. (E) Activity of GPx in mouse liver tissues. (F) Representative images of H&E staining and F4/80 and TNF-α immunohistochemistry of mouse liver tissue. Scale bar, 100 μm. (G to I) mRNA expression levels of IL-6, IL-1β, and TNF-α in mouse liver tissue, measured by qPCR. Data are expressed as means ± SD. *^###^P* < 0.001 versus control group; *P < 0.05, **P < 0.01, ***P < 0.001 versus LPS group; *n* = 5.

Considering this promising activity in zebrafish, a murine model of SILI was established to evaluate the therapeutic utility of G-CDs. As LPS can induce inflammatory cytokine secretion from hepatic macrophages, triggering the necrotic or apoptotic death of these cells and associated liver injury [29], SILI modeling was achieved via the intraperitoneal injection of LPS. Mice in appropriate groups were pretreated for 3 d with G-CDs before experimental initiation and received a dose of these G-CDs intraperitoneally for 1 h before LPS was injected, with dexamethasone serving as a positive control (Fig. S9). G-CD treatment was associated with substantially reduced serum levels of the inflammatory factor TNF-α (Fig. 7C). Serum ALT levels, which are indicative of hepatic damage, were also significantly lower in the G-CDs treatment group relative to the LPS group (Fig. 7D), together with observed significant tissue up-regulation of the antioxidant enzyme glutathione peroxidase (GPx) (Fig. 7E). Furthermore, the mice in the model group exhibited dull, unkempt fur and reduced activity, while those in the LPS + G-CDs group showed gradual improvement in appearance and vitality with increasing doses of G-CDs (Fig. S10). As demonstrated in Fig. 7F, histopathological staining of the liver tissue was also performed, revealing a marked decrease in inflammatory cell infiltration in the G-CDs group relative to the LPS model group. Immunohistochemical staining for F4/80 and TNF-α also demonstrated significant reductions in immune cell infiltration in the liver of G-CDs-treated animals (Fig. 7F). Consistently, the hepatic expression of inflammatory genes (IL-6, TNF-α, and IL-1β) was significantly reduced by the administration of G-CDs relative to the LPS model group (Fig. 7G and H). These data indicate that relative to model animals, G-CD treatment effectively alleviated inflammation and hepatic damage, with high-dose G-CDs offering efficacy levels analogous to those of 2 mg/kg dexamethasone. These G-CDs can thus protect against SILI by suppressing inflammatory cytokine production while simultaneously augmenting antioxidant defenses.

### Assessment of G-CDs biosafety

To determine the feasibility of applying G-CDs as therapeutic anti-inflammatory agents in a biomedical context, their biocompatibility was next tested. These G-CDs did not cause any apparent cytotoxicity when used to treat human umbilical cord endothelial cells (HUVECs), L02 cells, and RAW264.7 cells at concentrations ranging from 0 to 400 μg/ml, as determined in a CCK-8 assay (Fig. 8A to C).

**Fig. 8.**
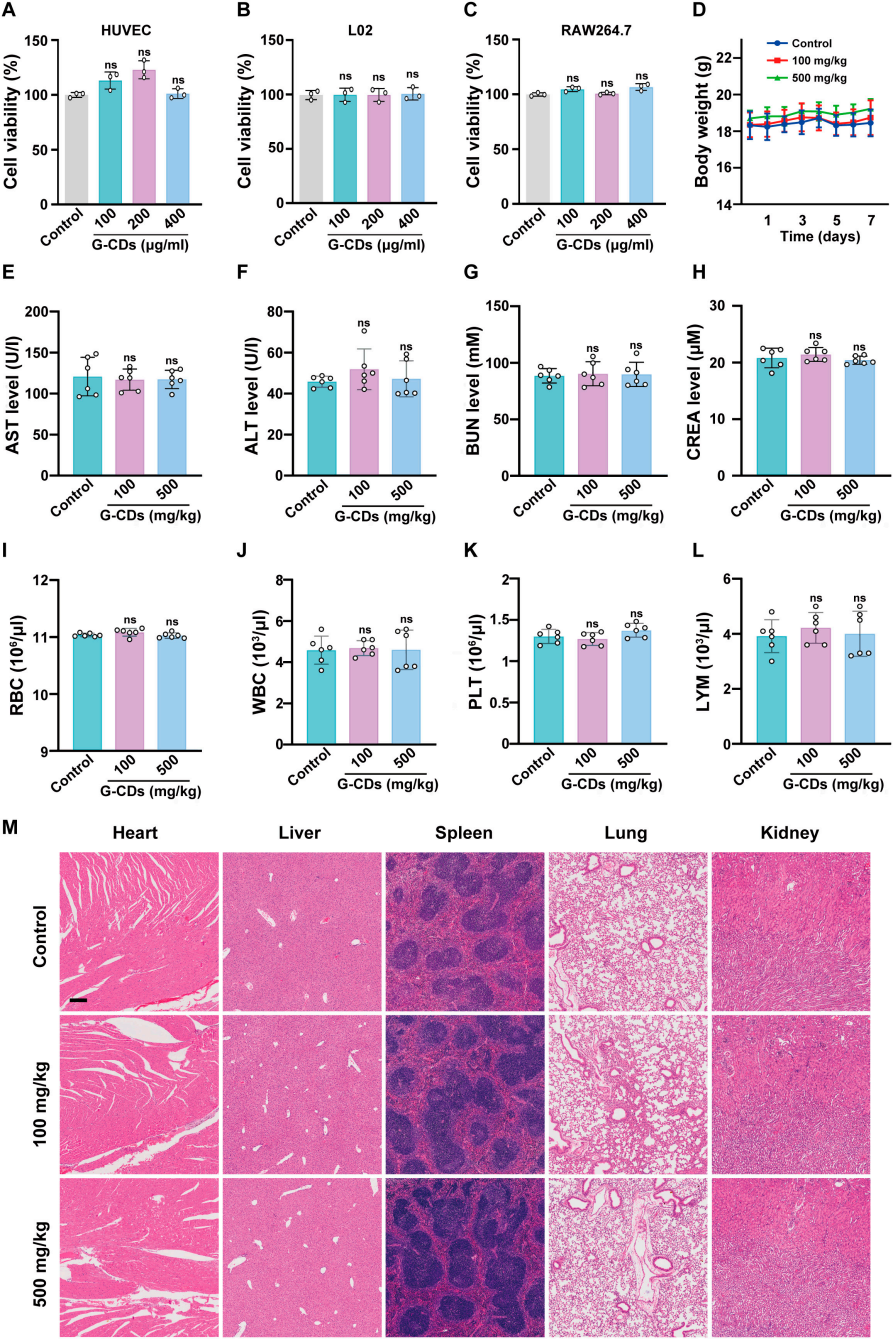
Biosafety verification of G-CDs. (A to C) CCK-8 analysis was performed with various concentrations of G-CDs in RAW264.7, HUVEC, and L02 cells (*n* = 3). (D) Continuous monitoring of changes in mouse body weights. (E to H) Blood biochemical indices (AST, ALT, BUN, and CREA) in mice following administration of G-CDs by gavage for 7 d. (I to L) Routine blood indicators [red blood cells (RBC), white blood cells (WBC), platelets (PLT), and lymphocytes (LYM)] in mice following administration of G-CDs by gavage for 7 d. (M) Representative images of the histologic morphology of different tissues (heart, liver, spleen, lungs, and kidneys) were evaluated by H&E staining. Scale bar, 100 μm. The data are expressed as mean ± SD. *n* = 6.

The acute toxicity of G-CDs was also assessed by administering a single dose of these nanoparticles (100 and 500 mg/kg) to BALB/c mice and then continuously monitoring these animals for 7 d. No significant changes in body weight were noted when comparing the G-CDs treatment group and the normal control group over this period (Fig. 8D). Serum ALT, AST, CREA, and BUN levels were also comparable in the G-CDs treatment and control groups, consistent with the absence of any hepatotoxicity or nephrotoxicity (Fig. 8E to H). Peripheral blood analyses also revealed that the routine blood parameters in these mice were not significantly altered by G-CDs administration, indicating that these nanoparticles do not affect hematological function (Fig. 8I to L). When H&E staining was used to assess the histopathology of major organs including the heart, lungs, kidneys, liver, and spleen, no abnormalities were apparent in any treatment group (Fig. 8M), indicating that G-CDs cause no significant organ damage or toxic effects (Fig. S11).

These results highlight the excellent biosafety of G-CDs, as they had no apparent toxic effects at any tested dose level. They thus hold promise as a safe and efficacious biotherapeutic agent for the management of SILI and other inflammatory diseases.

## Discussion

Natural plants rich in multiple active ingredients as the ideal green carbon sources for CDs synthesis offer cost-effectiveness and biosafety superior to that of alternative carbon sources [30]. While plant-derived CDs have been shown to effectively treat a wide range of inflammatory diseases [31], the therapeutic potential of plant-derived CDs in treating sepsis remains largely underexplored. In this study, G-CDs were synthesized via hydrothermal treatment for the first time, and their ameliorative effects on septic liver injury were systematically evaluated through in vitro enzyme assays, cellular experiments, histological analysis, and animal models. The underlying mechanisms were also investigated. In this study, G-CDs were synthesized via hydrothermal treatment for the first time, and their ameliorative effects on SILI were systematically evaluated through in vitro enzyme assays, cellular experiments, histological analysis, and animal models and the underlying mechanisms were also investigated. The *Glycyrrhiza*-derived CDs exhibit promising potential in biomedical applications. Qu et al. synthesized *Glycyrrhizae* radix et rhizome-derived carbon dots (GRR-CDs) from the rhizome of medicinal *Glycyrrhiza* using high-temperature pyrolysis. These GRR-CDs alleviated gastric ulcers by enhancing systemic antioxidant capacity and protecting the gastric mucosal barrier from ethanol-induced damage [32]. Additionally, GRR-CDs improved menopausal symptoms by up-regulating estradiol levels and preventing uterine atrophy [33]. In this study, hydrothermal synthesis was employed as an alternative to high-temperature pyrolysis, effectively preserving active functional groups such as hydroxyl, carboxyl, and epoxy moieties from the *Glycyrrhiza* extract. These groups condensed with partially carbonized organic molecules during the reaction, forming functionalized surface modifications on G-CDs [31]. In comparison with Gly-CDs with excellent antiviral activity previously derived from glycyrrhizic acid by Liang and colleagues [34], our G-CDs demonstrated considerable discrepancies in their physicochemical properties. Specifically, G-CDs possessed a smaller average particle size and higher N content. Nitrogen atoms, which exhibit high electronegativity, have been shown to regulate surface charge distribution, thereby impacting the catalytic performance of CDs [35]. Nitrogen-doped CDs is an effective Fenton-like catalyst for catalyzing the decomposition of H_2_O_2_ in the Fenton reaction system [36]. However, despite the higher N content, G-CDs did not exhibit catalytic activity for H_2_O_2_ decomposition (Fig. S12A), which may be related to the fact that the doped N elements in G-CDs were mostly embedded in the carbon skeleton and failed to form effective reactive groups on the surface. The embedded nitrogen atoms on the backbone of G-CDs may play a role in the •OH scavenging activity and exhibit different activities from Gly-CDs. To explore this mechanism in depth, we will devote ourselves to investigating the effects of different forms of nitrogen doping on the activity of G-CDs to further optimize their properties.

Nanozymes are nanomaterials that possess intrinsic enzyme-like activity and exhibit the characteristics of high durability, low costs, and scalable for mass production. These properties have made nanozymes increasingly important in various applications across different fields [37]. For instance, Zeng et al. synthesized CDs with GSH [glutathione (reduced form)] oxidase-like activity from chlorogenic acid (the primary component in coffee) and demonstrated their strong antitumor activity by inducing ferroptosis in cancer cells [38]. Similarly, Sun et al. developed composite materials from cerium and gold nanoparticles with multi-enzyme-like activities, which were used effectively in the treatment of acute myeloid leukemia [39]. In this study, we report the development of a plant-derived SOD nanozyme, which exhibits significant SOD-like activity, reaching up to 13,340 U/mg. The major functional groups observed on the surface of G-CDs include hydroxyl, carbonyl, and carboxyl groups, which confer good water solubility and ease of modification to the CDs. To investigate the influence of surface functional groups on the SOD-like activity of G-CDs, we passivated the surface functional groups with PS [40]. Consistent with previous research, our study further revealed that the carbonyl group acts as an active catalytic site, which contributes to the SOD-like activity of G-CDs [41]. The carbonyl group may interact with other surface functional groups, leading to stereoelectronic effects that enhance the ability of G-CDs to attract and scavenge free radicals [42]. This suggests that the introduction of groups capable of producing stereoelectronic effects on CDs surfaces may greatly enhance their SOD-like activities. In the future, it is worth exploring the influence of stereoelectronic effects on the SOD-like activity of CDs to gain a deeper understanding of the structure–activity relationship of these nanozymes.

The cellular ROS are mainly composed of O_2_^•−^, H_2_O_2_, and •OH, which are known to induce cellular damage when present in excessive amounts. Under normal conditions, the Nrf2 transcription factor is tightly bound to the Keap1 protein, which is located in the cytoplasm and remains inactive [43]. Upon oxidative stress, excessive ROS induces Nrf2 to dissociate from Keap1, resulting in the translocation of Nrf2 into the nucleus to activate the transcription of downstream antioxidant genes [44]. Herein, we observed elevated protein expression of Keap1 and decreased protein expression of Nrf2 in the LPS-induced group, which aligns with previous findings [45]. The maintenance of redox homeostasis critically depends on enzymatic defense systems—particularly SOD, GPx, and catalase (CAT)—that collectively neutralize reactive oxygen species (ROS) generated during aerobic metabolism [46]. Dysregulation of this delicate balance triggers oxidative cascades culminating in cellular apoptosis [47]. Our investigations revealed that G-CDs execute a hierarchical antioxidant strategy: (a) direct superoxide anion (O_2_^•−^) scavenging via SOD-mimetic activity and (b) indirect hydrogen peroxide (H_2_O_2_) regulation through cellular antioxidant system potentiation (Fig. S12B). Although G-CDs exhibited negligible intrinsic CAT-like activity in cell-free systems, they demonstrated remarkable cytoprotective effects in H_2_O_2_-challenged RAW264.7 macrophages (Fig. S13). This tripartite cellular defense mechanism suggests that G-CDs activate endogenous antioxidant responses rather than directly decomposing H_2_O_2_. The coordinated up-regulation of CAT transcription and GPx enzymatic activity implies involvement of the Nrf2–Keap1–ARE signaling axis, a master regulator of antioxidant gene expression [48]. By enhancing cellular self-defense capacity, G-CDs establish a sustainable redox homeostasis without requiring continuous catalytic intervention—a distinct advantage over conventional nanozymes. Nevertheless, the weak fluorescence intensity of G-CDs in cells and animals poses a major challenge in the study of their cell imaging and distribution in vivo (Fig. S14). In the subsequent study, the fluorescence intensity of G-CDs will be enhanced by the attachment of fluorescent probes. This will facilitate further exploration of the subcellular localization and organ targeting of G-CDs, and will enable a more comprehensive understanding of the mechanism of action of G-CDs.

In conclusion, *Glycyrrhiza* was effectively processed through a hydrothermal method to yield G-CDs, which exhibited notable SOD-like activity, antioxidant properties, and free radical scavenging capabilities in this study. The hydroxyl and carbonyl groups present on the surfaces of these G-CDs were identified as the factors most closely associated with the SOD-like activity of these nanoparticles. In vitro, G-CDs demonstrated the capacity to stabilize MMP while suppressing the up-regulation of inflammatory factors and exhibiting a superior capacity for ROS scavenging. At the molecular level, G-CDs were found to exert their antioxidant and anti-inflammatory effects through the activation of Keap1/Nrf2 signaling and the inhibition of NF-κB signaling, thus protecting cells against oxidative injury and inflammation. G-CDs demonstrated exceptional biocompatibility and noteworthy anti-inflammatory properties in zebrafish models of acute inflammation and murine models of SILI. In conclusion, the present results provide strong evidence in support of the antioxidant and anti-inflammatory properties of G-CDs. These results offer a promising avenue for the further development of safe and efficacious nanomedicines with antioxidant properties suitable for clinical use.

## Data Availability

The data used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

# Supplementary material for: Targeting Reactive Oxygen Species and Inflammation in Sepsis-Induced Liver Injury with Naturally Derived Superoxide Dismutase-Mimicking Carbon Dots
**Source:** Biomater Res. 2025 Sep 5;29:0249. doi: 10.34133/bmr.0249
**Supplement:** Supplementary 1 — Supplementary Methods Figs. S1 to S14 Table S1

**Supplemental Information**

**Targeting ROS and Inflammation in Sepsis-Induced Liver Injury with Naturally Derived Superoxide Dismutase-Mimicking Carbon Dots**

**Chonglei Zhong^a^**^#^**, Nannan Song^a^**^#^**, Ping Huang^a^, Liwen Han^a^,** **Jiguo Zhang^a^*, Zhiyuan Lu^a^*, Lei Wang^a^***

^#^These authors contributed equally to this work.

**Contents**

**1. Supplementary Methods**

**2.** **Supplementary Figures**

**3. Supplementary Table**

**Supplementary Methods**

**Cell Culture**

The RAW 264.7, NCM460, and HUVEC cells were purchased from the Shanghai Institute for Biological Sciences and cultured in a recommended medium by ATCC which was supplied with 10% fetal bovine serum (APExBIO Technology LLC, Houston, Texas, USA) and 1% Penicillin-Streptomycin (Beyotime, Shanghai, China) at 37°C in a 5% CO_2_ culture incubator.

**G-CDs uptake assays**

RAW264.7 cells were added to confocal dishes (5.0 × 10⁴/well) and incubated in 1 mL of phenol-free DMEM with 10% FBS and 400 μg/mL G-CDs for 0, 5 min, 10 min, 15 min, 30 min, 60 min, 3 h, 6 h, and 12 h. Unbound G-CDs were then removed by washing two times using PBS, after which an LSM980 confocal microscope (Carl Zeiss AG, Germany) was used to visualize G-CDs uptake at 350 nm.

**CCK-8 assay**

After plating cells overnight in 48-well plates (1 × 10^5^/well), they were treated for 24 h with G-CDs, and a CCK-8 assay (TargetMol, China) was then used to assess viability.

**Nitric oxide (NO) production assays**

An NO assay kit. (Nanjing Jiancheng Bioengineering Institute, China) was used to quantify NO levels in cell supernatants. Briefly, after treating RAW264.7 cells for 24 h with LPS (1 μg/mL) with or without G-CDs (100, 200, or 400 μg/mL), culture supernatants were analyzed with the kit as directed by the manufacturer.

**qPCR**

The RNA collection, cDNA synthesis, and quantitative real-time PCR (qPCR) were performed as previously described. Briefly, qPCR analyses were performed using 400 ng of total RNA per sample, using the HiScript III RT SuperMix for qPCR (Vazyme, Nanjing, China) as directed to prepare cDNA. Then, ChamQ Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China) and the primers listed in Table S1 were used for qPCR assays with the following settings: 95°C for 30 s; 40 cycles of 95°C for 10 s, and 60°C for 30 s. The ΔΔCt method was used to assess relative expression. The primers used in this study are provided in Supplemental Table S1.

**Western immunoblotting**

RAW 264.7 cells were lysed with RIPA buffer on ice, after which the samples were centrifuged, and supernatant protein levels were quantified via BCA assay. After separating 15 µg of protein per sample by SDS-PAGE and transferring these samples onto PVDF membranes, the blots were blocked and incubated overnight with primary antibodies at 4°C. Blots were then washed using TBST, incubated for 1 h at room temperature with secondary antibodies, and developed with an enhanced chemiluminescence solution (Tanon), before visualization with an imaging device (Tanion, Shanghai, China).

**Supplementary Figures**

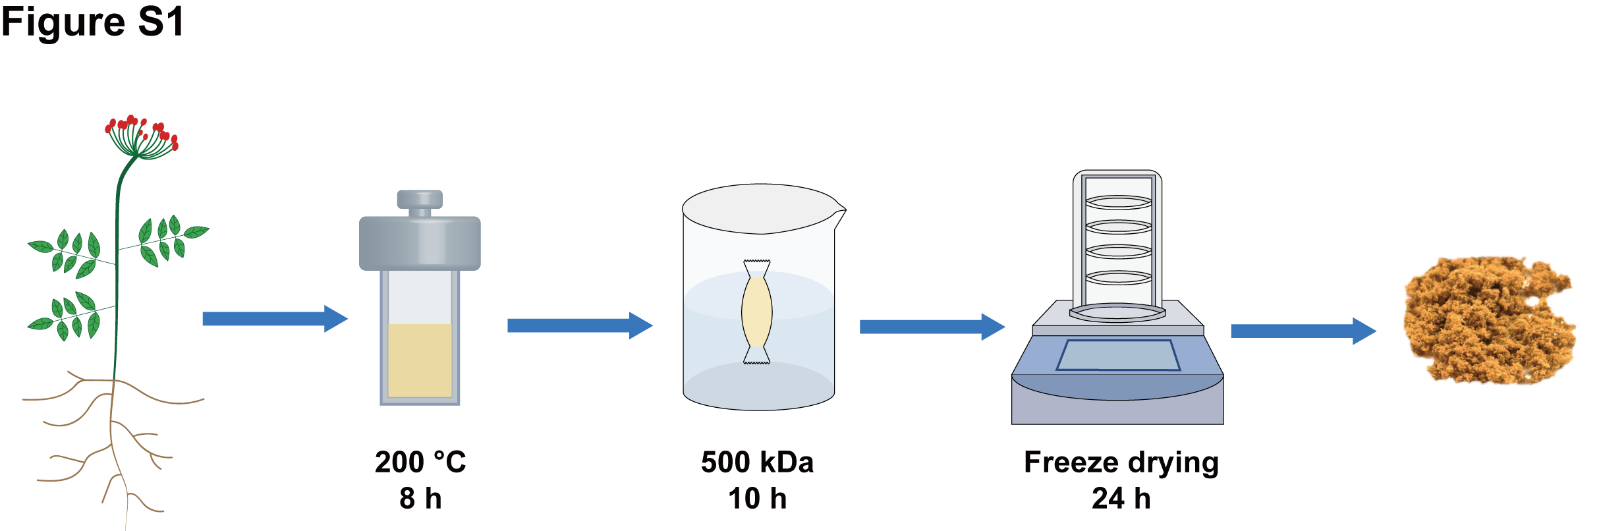

**Figure S1.** Preparation of G-CDs.

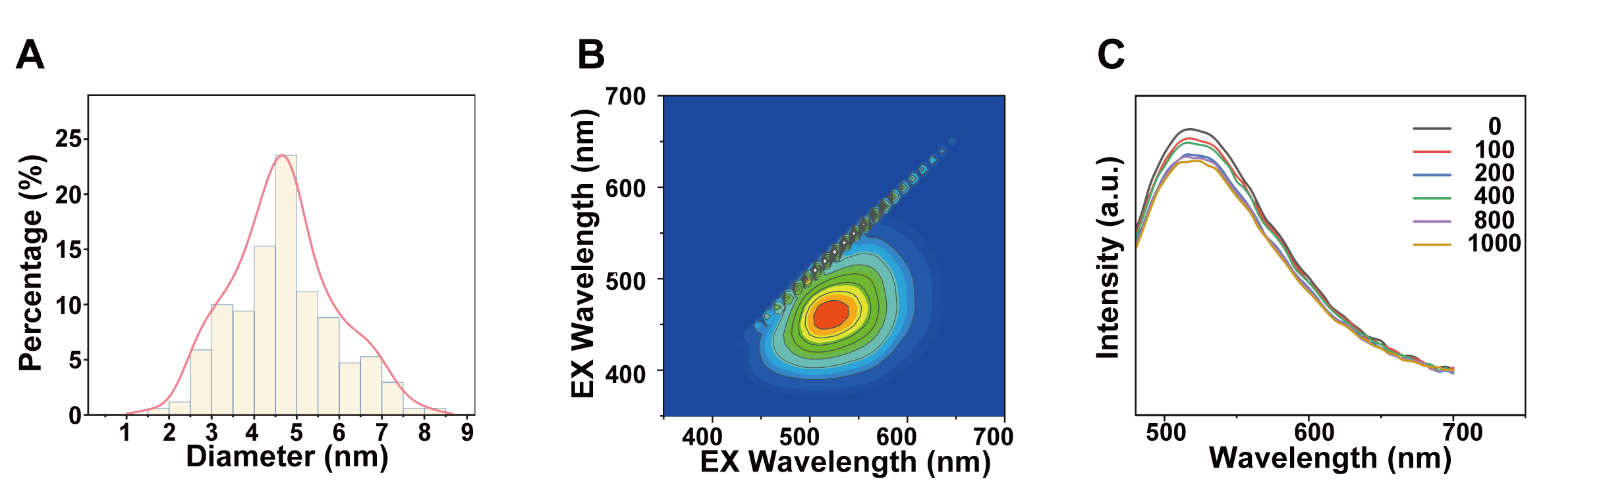

**Figure S2.** **Characteristics of G-CDs.** (A) Particle size distribution. (B) 3D fluorescence spectroscopy. (C) Stability of G-CDs in salt solutions.

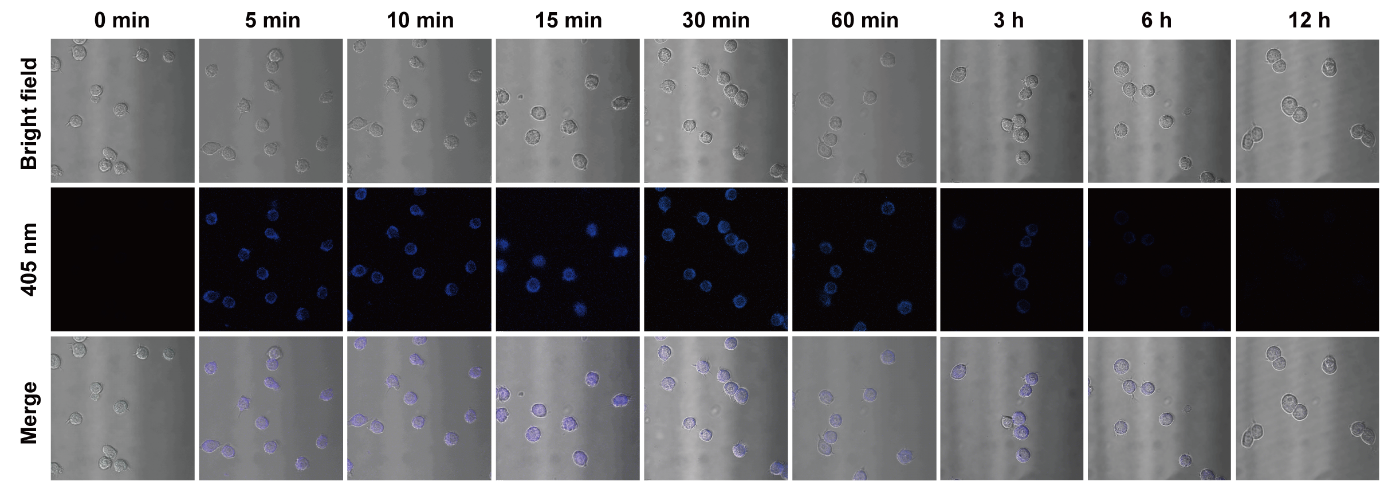

**Figure S3.** The RAW264.7 Cellular Uptake of G-CDs Assay (scale bar = 20 μm).

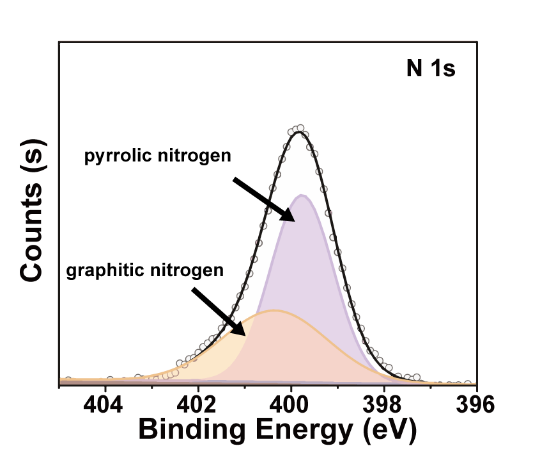

**Figure S4.** High-resolution N 1s XPS spectrum of G-CDs.

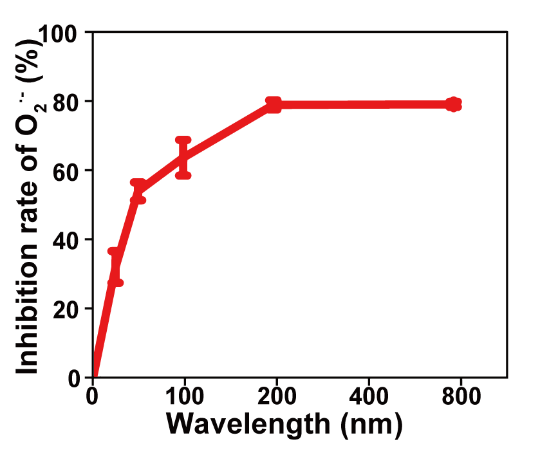

**Figure S5.** NBT method for detecting O_2_^·-^ removal, n=3.

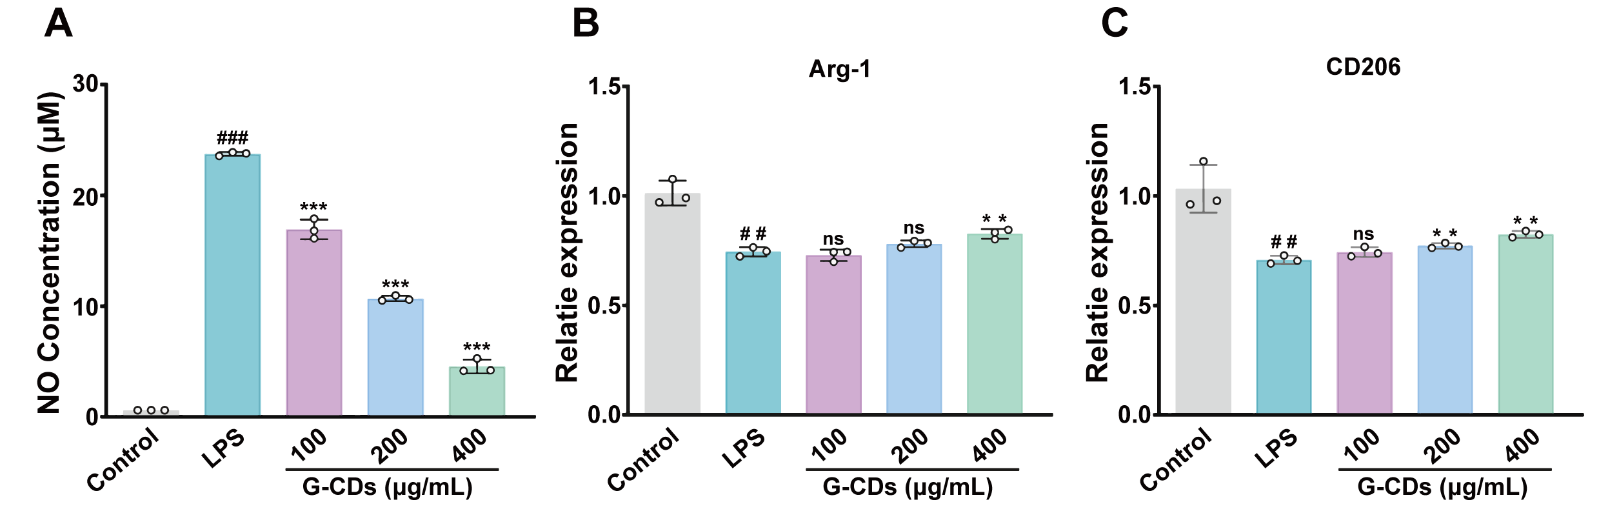

**Figure S6. Effect of G-CDs on NO release and M2 polarization in RAW264.7 cells.** (A) Measurement of NO release. (B, C) The mRNA expression levels of Arg-1 and CD206 were measured by qPCR, *^###^P<0.001*, vs. control group*; *P<0.05, **P<0.01, ***P<0.001,* vs. LPS group, NS means not significant, n=3.

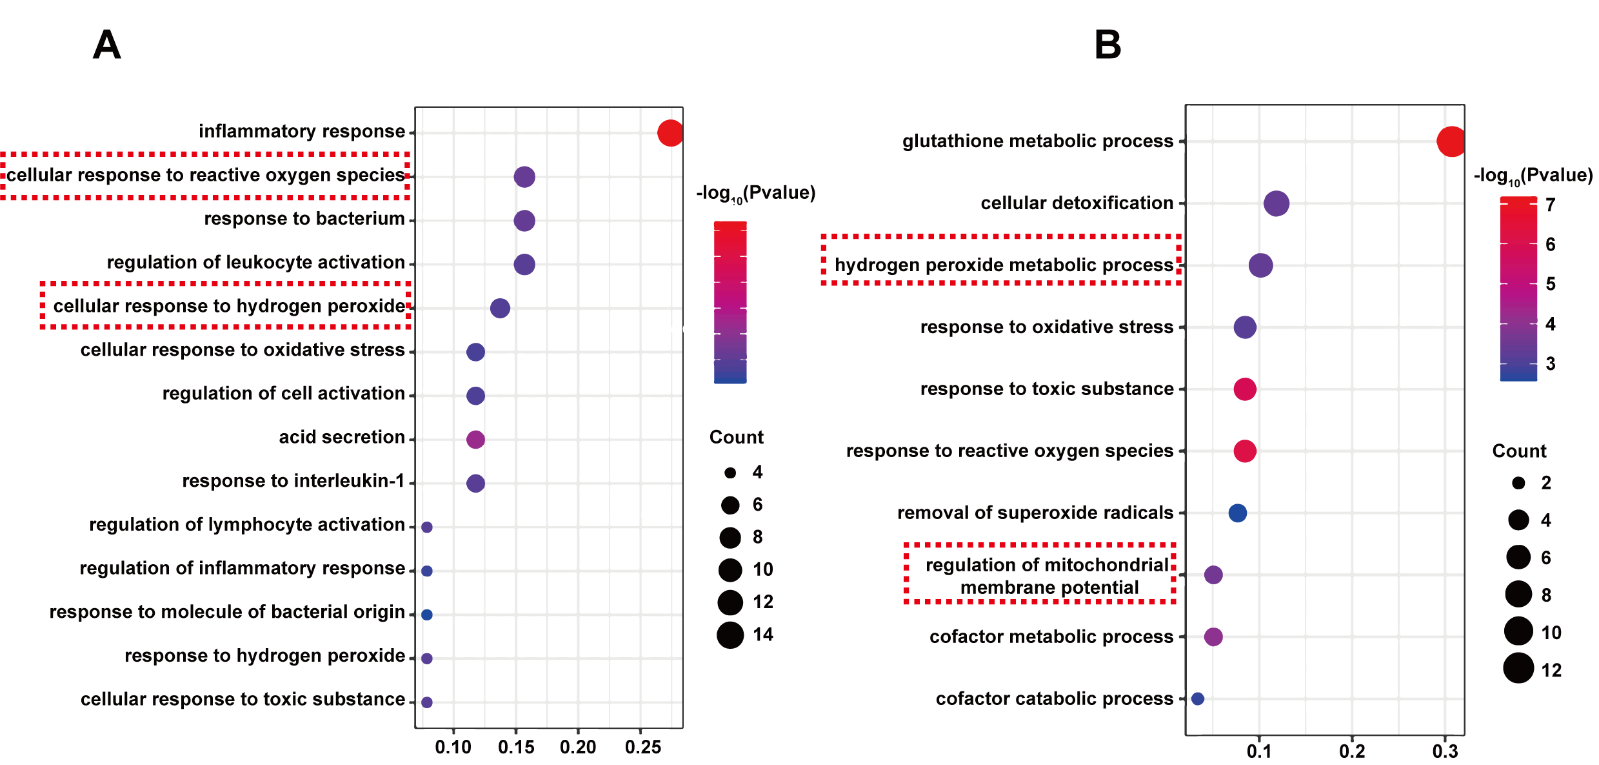

**Figure S7.** Gene Ontology analysis of differentially expressed genes, (A) Down. (B) Up.

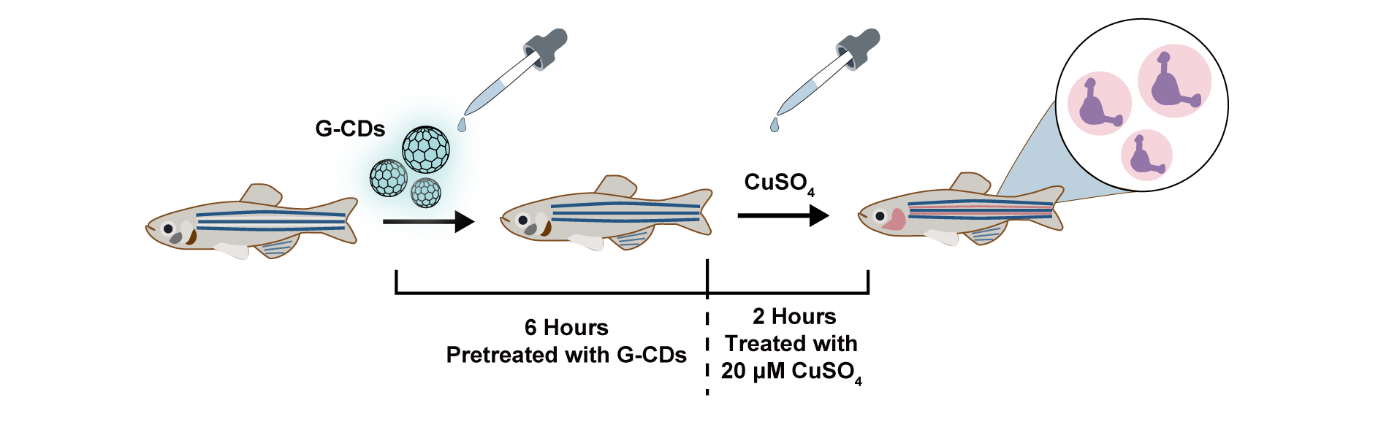

**Figure S8.** Experimental design of the acute inflammation zebrafish model.

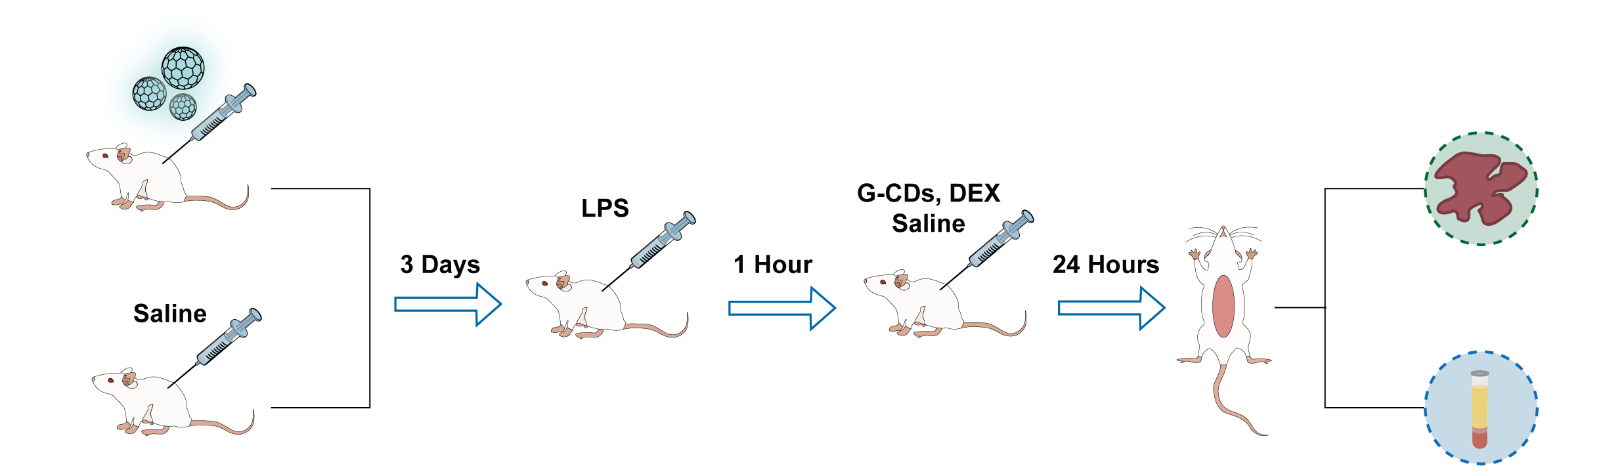

**Figure S9.** Experimental design of the septic liver injury mouse model.

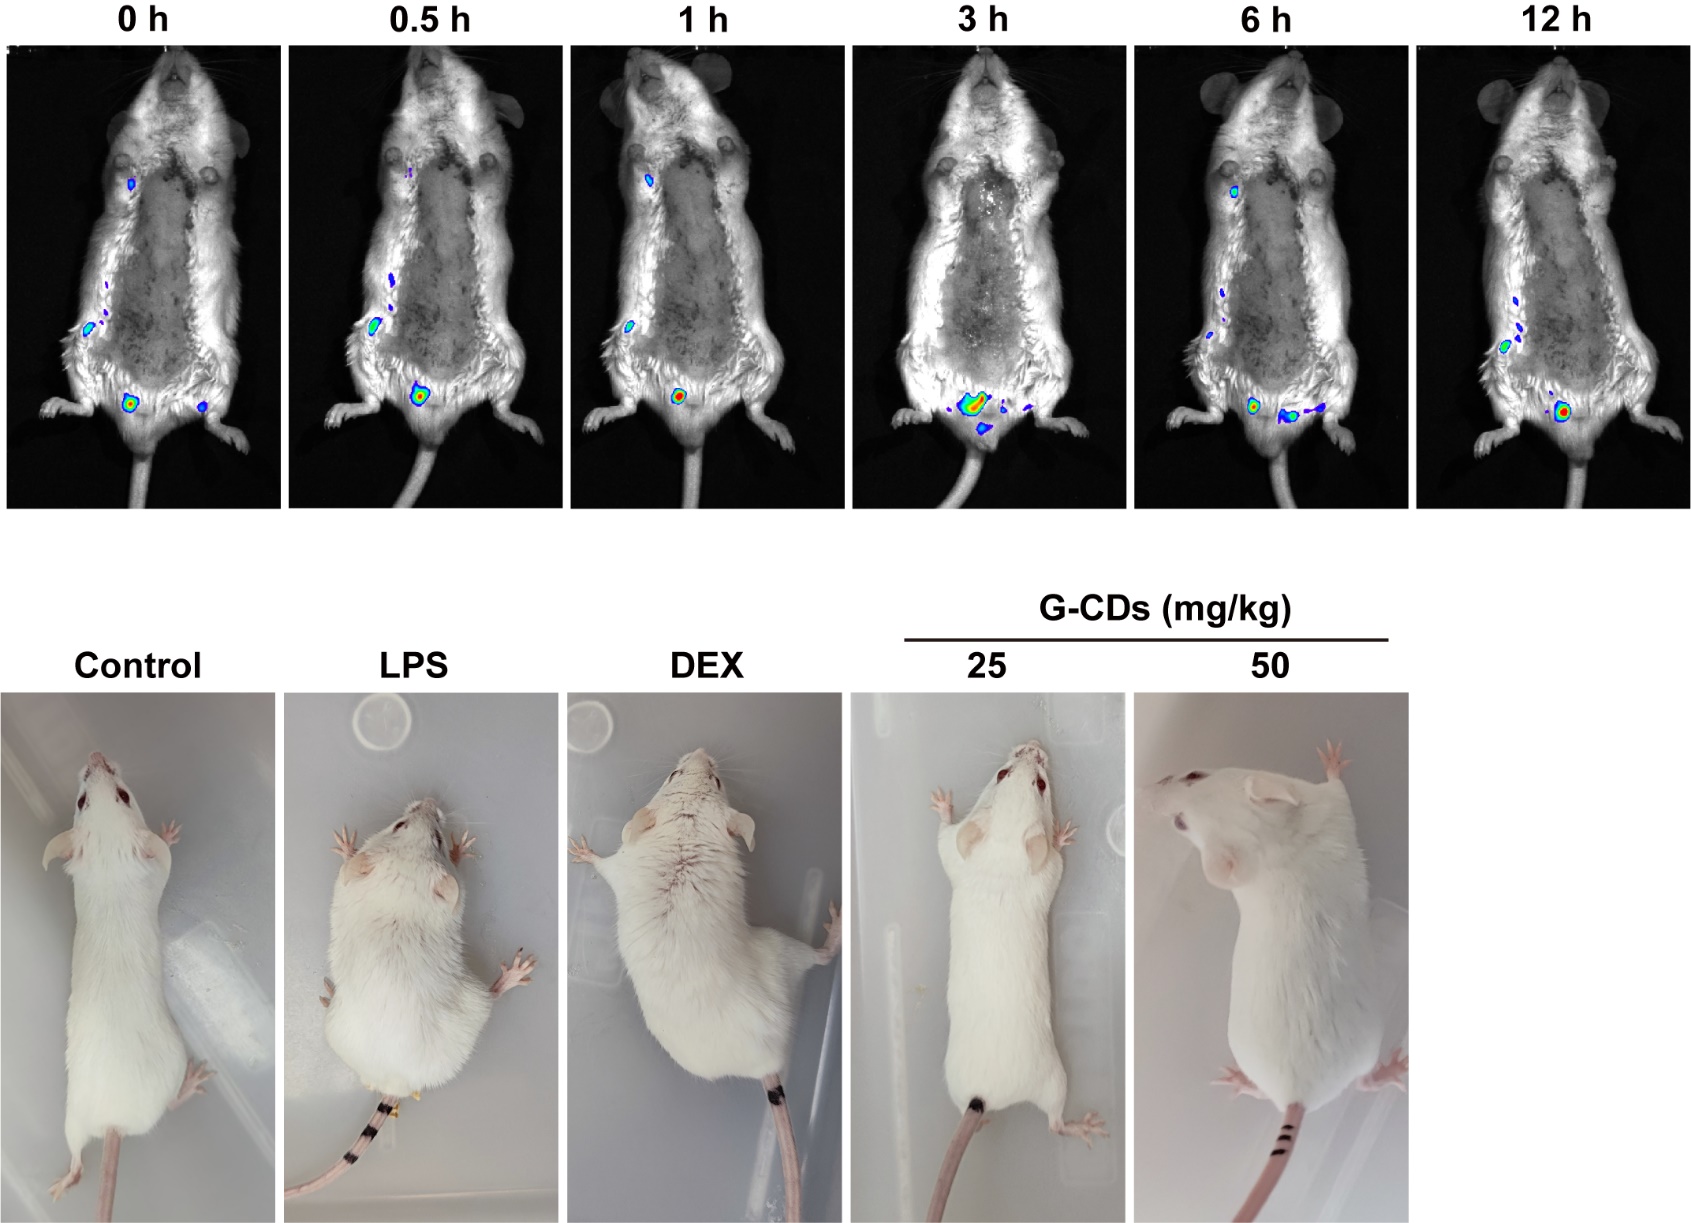

**Figure S10.** The representative images of each group of mice in SILI.

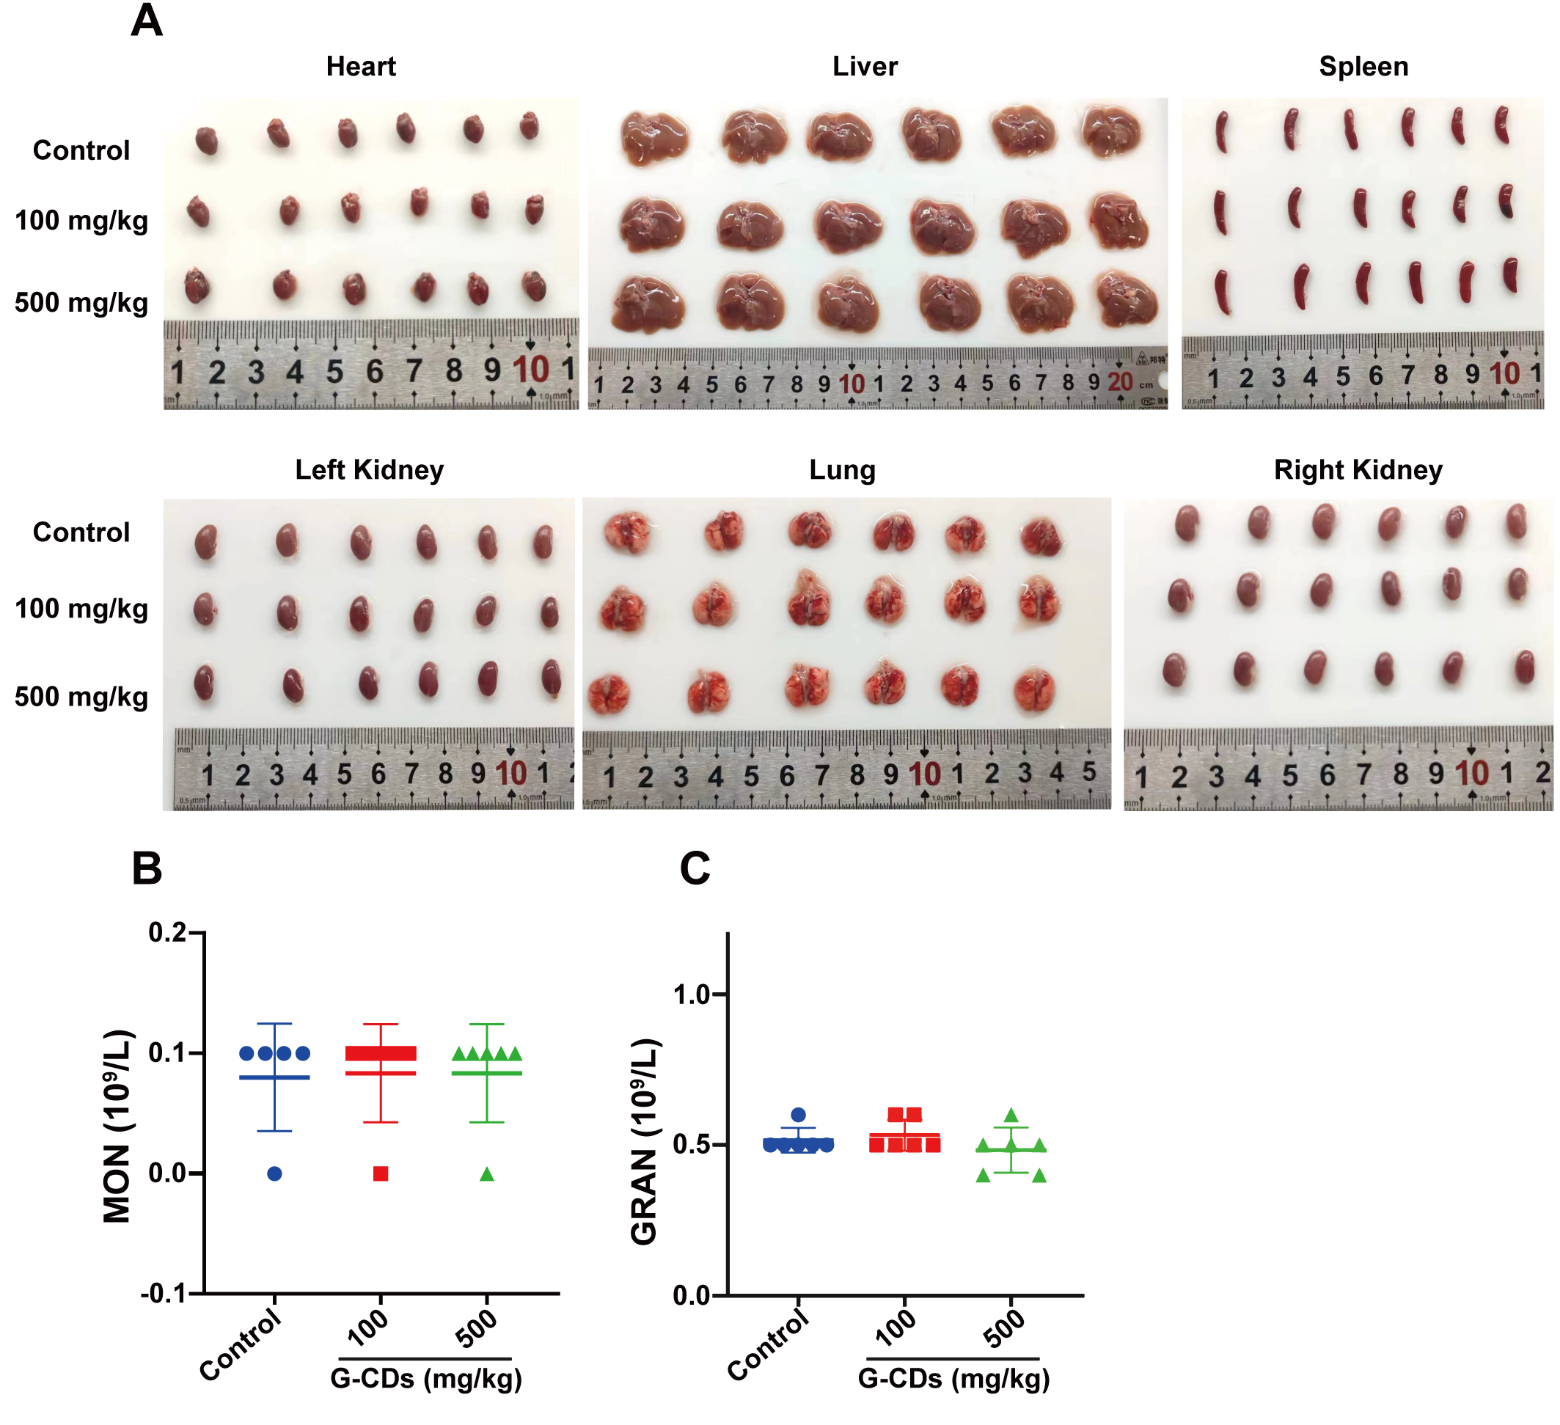

**Figure S11.** (A) Acute toxicity test organography; (B and C) peripheral blood MON and GRAN levels, n=6.

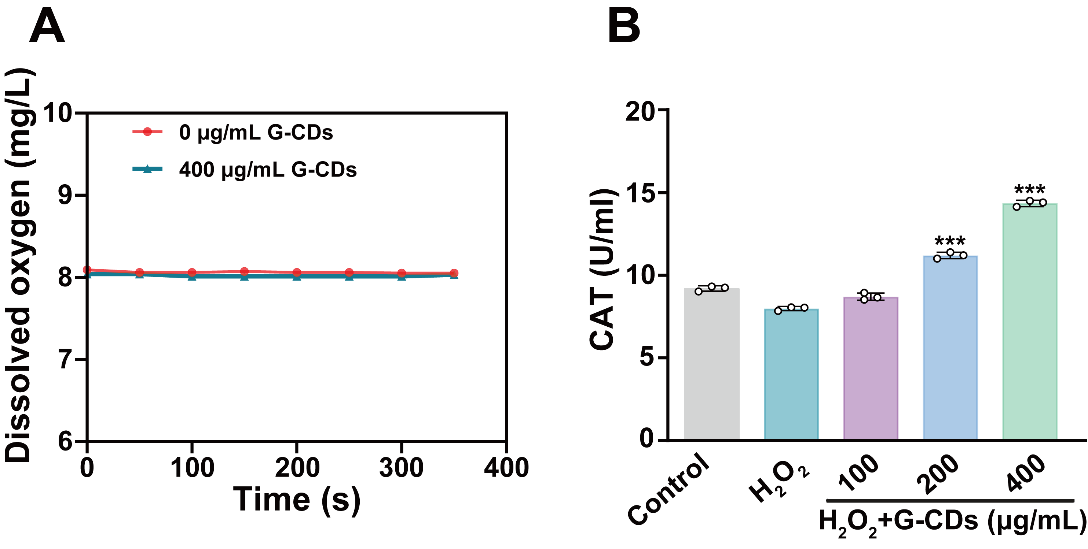

**Figure S12.** (A) Evaluation of the activity of G-CDs in catalyzing the decomposition of H_2_O_2_; (B) Quantitative analysis of CAT activity in RAW264.7 cells. Data are expressed as mean ± SD. *^###^P<0.001*, vs. control group*; *P<0.05, **P<0.01, ***P<0.001,* vs. H_2_O_2_ group, NS means not significant, n=3.

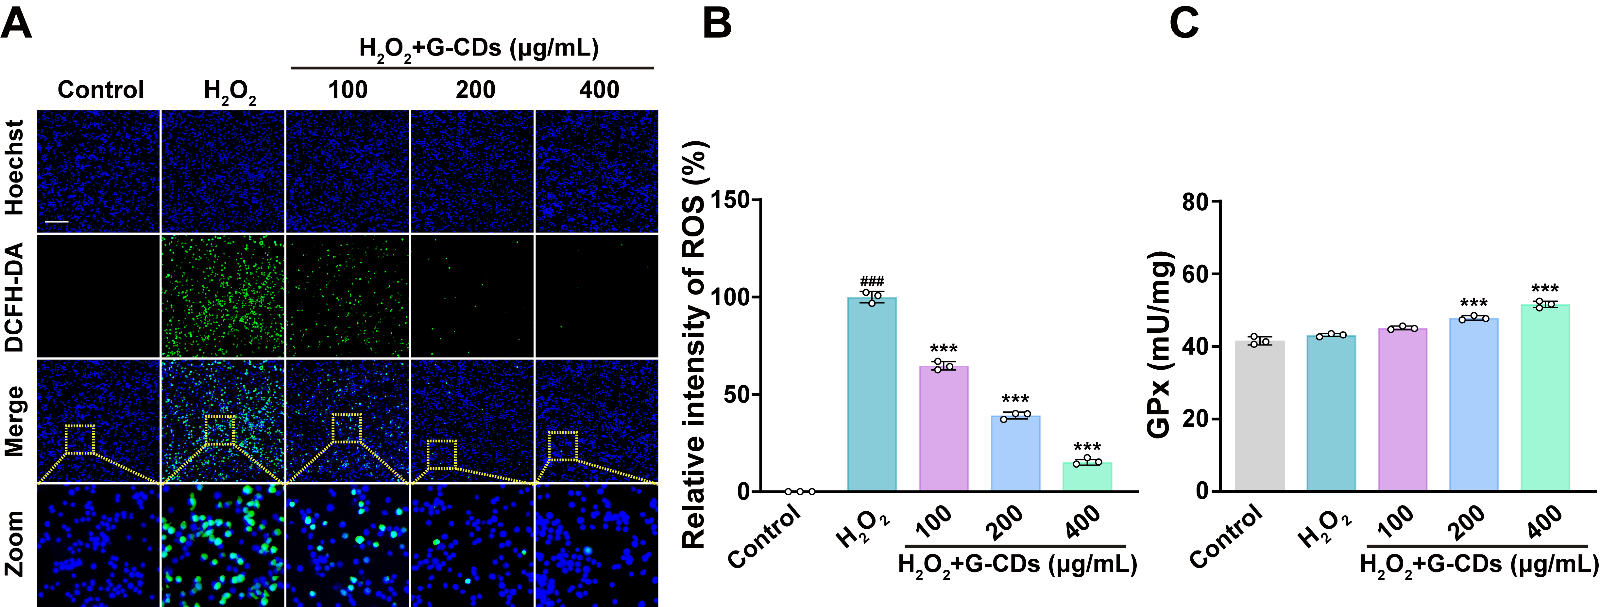

**Figure S13.** (A, B) Detection of ROS using DCFH-DA and Hoechst staining, with quantification of representative fluorescence images (scale bar: 200 μm); (C) Quantitative analysis of GPx activity in RAW264.7 cells. Data are expressed as mean ± SD. *^###^P<0.001*, vs. control group*; ***P<0.001,* vs. H_2_O_2_ group, n=3.

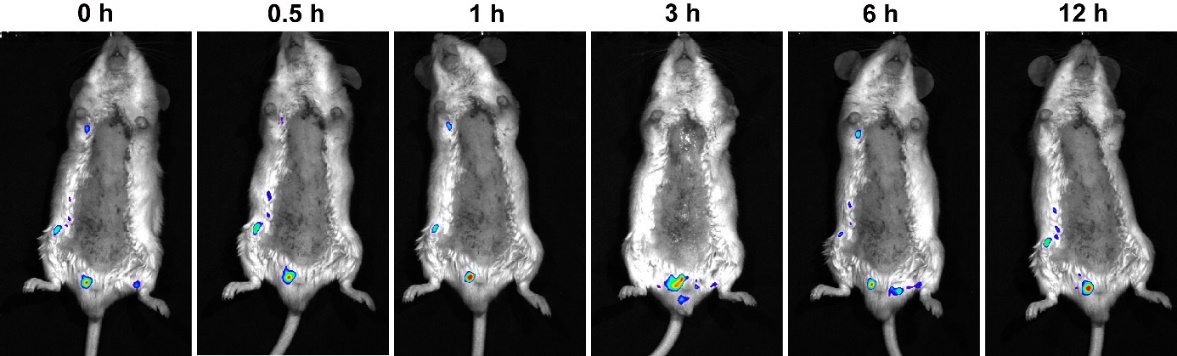

**Figure S14.** Images of in vivo imaging of mice

**Supplementary Table**

**Table S1. Primer sequences used in this study.**

| Gene | Sence (5′ - 3′) | Anti-sense (5′ - 3′) |
| --- | --- | --- |
| IL-6 | TGATGCACTTGCAGAAAACA | ACCAGAGGAAATTTTCAATAGGC |
| IL-1β | GCAACTGTTCCTGAACTCAACT | ATCTTTTGGGGTCCGTCAACT |
| TNF-α | CCCTCACACTCAGATCATCTTCT | GCTACGACGTGGGCTACAG |
| Arg-1 | GGTTCTGGGAGGCCTATCTT | CACCTCCTCTGCTGTCTTCC |
| CD206 | GAGGGAAGCGAGAGATTATGGA | GCCTGATGCCAGGTTAAAGCA |
| 18s | GCAATTATTCCCCATGAACG | GGCCTCACTAAACCATCCAA |

How the deposited data were processed for this re-analysis (not part of the article)

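Gene expression was measured by RNA-seq in RAW264.7 cells, in 3 groups of 3 libraries each, which were control, LPS and LPS + G-CDs. The authors isolated mRNA, sequenced it on an Illumina instrument and deposited FPKM values per gene and library together with gene coordinates and gene lengths. The paper's text does not name the aligner, the counting method, the genome build or the test. Every column of values was mapped to a sample by its name, and 0 columns belonged to other samples.

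The deposited FPKM values were first turned back into reads. FPKM multiplied by gene length is a whole multiple of the value of 1 read, and this gave the reads per gene and the library size the authors had divided by. A value was taken as whole when it lay within 0.05 reads of a whole number. On simulated libraries of 54532 genes the step returned 100.0% of the reads. Between 14752400 and 17312255 reads per library lay on genes. The reads served for depth, for the floor of 3 reads and for alternatives with limma's voom, and no count model was used as the main test because the deposited unit is FPKM.

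Genes with an FPKM of at least 1 in at least 3 of the 9 libraries were kept (11585 genes). Values were transformed as log2(FPKM + 1), fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend, 1 model for the 3 groups) and compared as LPS + G-CDs against LPS and LPS against control. Tests were two-sided. Genes were counted at the paper's threshold (p under 0.01 and over 1.5-fold) and at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with camera, with p-values adjusted over the lists, and again with an estimated correlation and with fry. They covered Nrf2 targets, with and without the genes of Fig. 6C, removal of reactive oxygen species, glutathione metabolism, membrane potential, peroxisome, with and without antioxidant genes, NF-κB signaling, TNF signaling, inflammatory response, interferon response, ATF4 stress response, aryl hydrocarbon receptor targets, cholesterol synthesis, cell cycle and the genes of Fig. 6C in each direction. Of 543 listed symbols, 539 were found. Python 3.11.15 with pandas 2.3.3 prepared the tables.

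The groups share replicate numbers, and neither the labels nor the paper's text say what a number stands for. Deviations of same-numbered control and LPS libraries from their group means correlated at 0.103, 0.137 and 0.113, all above the limit of 0.1, so by this limit the numbers pair those libraries. Their deviations also followed gene length with the same sign, with Spearman's rho of -0.448 and -0.151 in control and LPS replicate 3. The limit thus cannot tell paired cultures from library trends. A fit with the replicate number as a block is among the alternatives.

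The design, the lists, the alternatives and the rule for naming genes were set before the data were examined. Genes were named if they are in Fig. 6C or measured or discussed in the paper, if they are among the 5 largest rises or falls of a comparison at an adjusted p under 0.05 without overlap between groups, or if they are among the 5 largest changes of a list at that threshold. The alternatives were another pseudocount (0.1), no filter and a stricter one, TPM, median-of-ratios and quantile scaling, the 6 libraries of a comparison alone, eBayes without trend, voom on the reads, a replicate block and each library left out in turn. Removal of gene-length and GC trends, removal of the trend among the control libraries and voom with a wider choice of genes were added after seeing the data.

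The gene test was tested on simulated data with 200 changed genes among 11585. It called 79.2% of the changed genes and 95.6% of those changed 4-fold, and 7.8% of its calls were unchanged genes. With a length trend added to the simulated libraries it called 70.2%, and 78.4% after the trend was removed. All simulated libraries shared a single dispersion (0.0294), and errors were drawn independently between genes. In the data the median replicate SD was 0.087 in the LPS group and 0.259 in the LPS + G-CDs group. The rates therefore describe the simulated setting and may not hold for the real comparison. Sequence shared between genes was measured as the share of the 50-base words of the longest transcript that occur in transcripts of other genes of GENCODE mouse release 21. The connectivity map, GO and KEGG resources were not used here.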

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

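The tests of gene-length bias in this part were chosen after the results were seen, and those of shared sequence before. Rescaling to TPM was among the alternatives set beforehand, but its use as a test of these results was chosen afterward.

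Of the 29 genes that rose with G-CDs at an adjusted p under 0.05 in limma, several that the paper does not discuss were higher in every LPS + G-CDs library than in every LPS and control library. Those among them named by the rule set beforehand are given here, and the others were not followed up. Procr, which encodes the endothelial protein C receptor, had a log2 fold change of 2.12 on top of a rise of 2.13 by LPS itself. Slc48a1, a heme transporter, had 2.03, Blvrb, a biliverdin reductase, 1.92 and Esd, an esterase, 1.76. Slc48a1 and Blvrb are on the list of Nrf2 targets and Esd on that of glutathione metabolism. With the gene-length trend removed from each library the changes were 1.89 for Procr, 1.88 for Slc48a1, 1.76 for Blvrb and 1.67 for Esd, all still past the threshold, which argues against that trend as the whole cause. None of the 50-base words of Procr, Slc48a1 or Blvrb occur in other genes (0.0%), and 14.1% of those of Esd do, so reads shared with other genes do not account for the first 3. For Esd a share of words does not bound the share of reads, and a response and shared reads cannot be told apart. Blvrb kept its call in 17 and Esd in 18 of 23 alternative analyses, with adjusted p-values up to 0.14 and 0.13, while Procr and Slc48a1 kept theirs in all 23. A response to G-CDs remains a hypothesis for Procr, Slc48a1 and Blvrb, since it was found and tested on the same libraries.

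A list of 27 tested genes of the ATF4 stress response, which the paper does not discuss, had a median log2 fold change of 0.285 with G-CDs (camera adjusted p = 1.2e-05), with 24 genes higher. Its medians in LPS + G-CDs replicates 1, 2 and 3 were 0.111, 0.291 and 0.466 above the LPS mean. With the length trend removed the median was 0.161 and the list stayed past the threshold, which argues against length as the whole cause. On rescaling to TPM the median was 0.124, while that of all genes went to -0.1354. Camera compares a list with all other genes, so its call cannot test such a common shift. The median of the list kept its sign, which argues against scaling as the whole cause, though scaling may account for part. No single gene of the list passed an adjusted p of 0.05 over all genes, 6 did adjusted over the list alone, and with an estimated correlation between genes the list did not pass (adjusted p = 0.095). Whether the gradient over the replicates is technical is taken up with the spread of the LPS + G-CDs libraries.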

How the results depend on the processing

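The number of genes called for G-CDs depended strongly on the processing. All 57 genes at an adjusted p under 0.05 kept their direction in each alternative in which they were tested, and Hmox1, Srxn1, Procr, Akr1b8, Slc48a1, Gclm, Axl, Ccl22 and Edn1 also kept their calls in all 23 alternatives, but how many genes passed moved widely. Between LPS + G-CDs and LPS the analysis gave 25 genes with a pseudocount of 0.1 (18 higher, 7 lower), 27 after TPM (16 and 11) and 25 from the 6 libraries alone (14 and 11), and without a filter 18 higher. Leaving out one library gave 10 to 276 genes at that threshold (7 to 113 higher, 3 to 163 lower) and 179 to 1367 at the paper's threshold (87 to 573 and 85 to 794). LPS + G-CDs replicate 1 gave the highest count (276, and 1367 at the paper's threshold) and LPS replicate 2 the lowest (10 and 179), and the cause was not tested. A stricter filter gave 90 lower genes at the paper's threshold, with fewer genes tested.

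Alternatives added after seeing the data gave 92 genes with the length trend removed (53 lower), 96 with length and GC trends removed (60 lower), 121 with the trend of the control libraries removed (55 higher, 66 lower), and 35 with limma-voom on recovered reads of genes over 1 read in all (15 lower). For LPS + G-CDs vs LPS, limma-voom on recovered reads, 6 libraries, over 1 read in all, gave 622 genes at the paper's threshold (260 up). In the same analysis the result "LPS + G-CDs vs LPS: genes at the paper's threshold, down" was 362. Weights per library could not be fitted, since almost all weight fell on 1 library, and were left out.

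For LPS against control, TPM gave 855 higher and 2423 lower genes at the paper's threshold, and 1003 higher and 3059 lower at the adjusted threshold, so 24.7% of calls were higher against 50.3%, with the median of all genes at -0.2321. The stricter filter gave 843 and 1177 lower genes. The added voom analysis gave 4116 genes (2164 and 1952). Leaving out one library gave 1191 to 2113 lower genes.

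Among the lists, those of the Nrf2 targets and NF-κB signaling kept direction and threshold in all 25 alternatives. With an estimated correlation the lists of glutathione metabolism (median 0.295), inflammatory response (-0.288), membrane potential (0.132), peroxisome (0.164) and removal of reactive oxygen species (0.441) no longer passed. Membrane potential changed sign under TPM (-0.03) and fell short with quantile normalization (0.079), the 6 libraries alone (0.132), the control trend removed (0.079) and LPS replicate 3 left out, with medians of 0.065 to 0.176 over the libraries left out. TNF signaling fell short with the control trend removed (-0.1). The cell cycle list changed sign when LPS replicate 2 (0.007) or LPS + G-CDs replicate 1 (0.026) was left out, with medians of -0.061 to 0.026 over the libraries left out.

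Among single genes, Tnf changed sign under TPM (-0.109), quantile normalization (-0.041), removal of the length trend (-0.208), of length and GC trends (-0.233) and of the control trend (-0.21). Under TPM the median of all genes was -0.1354, so the sign change of Tnf there may follow from the scaling alone. Ikbkb and Sod2 changed sign with the length trend (0.185 and 0.093) and the length and GC trends (0.161 and 0.12) removed. Leaving out one library changed the sign of Nfe2l2 (-0.052 to 0.019), Rela (-0.07 to 0.014) and Gpx1 (-0.267 to 0.244). None of these genes passed the threshold in those analyses, and the cause was not tested.

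Between LPS + G-CDs and the other groups the replicate numbers did not meet the limit for pairing. Deviations of same-numbered LPS and LPS + G-CDs libraries correlated at 0.095, 0.08 and 0.143, and those of control and LPS + G-CDs libraries at 0.28, 0.057 and 0.653. A fit with the replicate number as a block gave 488 genes at the paper's threshold (280 lower) and 53 at the adjusted threshold for LPS + G-CDs against LPS, 43 of them among the 57. For LPS against control, where the numbers met the limit, the block changed no call of a named gene and moved no count by more than 1.5 times. The membrane potential list (0.132) did not pass in the block fit.

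With 3 libraries per group, 10 splits of 6 libraries exist, so no share of splits under 0.1 is possible and their number alone decides nothing about chance. The real split was the only 1 of 10 to give as many genes, in total and in each direction, in both comparisons and at both thresholds. Of the 4 splits that part all 3 pairs of control and LPS libraries, the real one was the largest, and the others gave 22, 10 and 25 genes at the paper's threshold and 0 at the adjusted threshold, while the remaining 6 splits part 1 pair each and gave 9 to 29. None of the 9 other splits gave a gene at the adjusted threshold for LPS against control, where the real split gave 3630. The largest count of another split was 60 genes at the paper's threshold and 1 at the adjusted threshold for G-CDs. It was also the only 1 of 10 for the lists of Nrf2 targets, NF-κB and TNF signaling, peroxisome, glutathione metabolism, removal of reactive oxygen species and membrane potential. For the inflammatory response, 3 of 10 splits gave a p as small.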

Differences from the paper's values

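No value differed from the paper's by more than 1.5 times in the main analysis. The number of genes at the paper's threshold was 288 (144 higher, 144 lower), against the paper's 244 (131 up-regulated, 113 down-regulated). The paper reports lower Keap1 protein and higher Nrf2 protein with G-CDs, while the Keap1 and Nfe2l2 transcripts had log2 fold changes of 0.16 and -0.02, neither past the threshold in any analysis run. For IL-6, IL-1β and TNF-α the paper reports lower transcripts with G-CDs by qPCR, while Il6, Il1b and Tnf had log2 fold changes of -0.17, -0.29 and 0.06, none past an adjusted p of 0.05. Il1b passed only with the gene-length and GC trends removed (-0.53, adjusted p = 0.049), an analysis chosen after seeing the values. Tnf was lower under TPM (-0.109), quantile normalization (-0.041) and, chosen after seeing the values, with the length trend (-0.208), the length and GC trends (-0.233) or the control trend (-0.21) removed, and it did not pass in these. TPM brought the median of all genes to -0.1354, so the lower Tnf there may follow from the scaling alone.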

Other observations

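Of the tests in this part, those of gene length and GC content were chosen after the results were seen. The scalings were among the alternatives set beforehand, but their use as tests of these results was chosen afterward. The limits used to read the tests of the spread between libraries were also set after their values were known.

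The 3 LPS + G-CDs libraries lay further apart than the 3 LPS libraries, with a larger SD in 83.0% of genes. Counting error does not account for this, since the share was 92.8% among the genes with most reads. The change from LPS + G-CDs replicate 1 to replicate 3 followed gene length across genes (Spearman's rho = -0.486, against at most 0.031 in size with genes permuted, genes not being independent replicates), which is consistent with a length bias between libraries as part of the cause. It was not the whole, as 78.5% of genes still had the larger SD with the length trend removed. A weaker relation with GC content was left (rho = 0.122, against at most 0.024 permuted), so GC content may contribute, but with both trends removed the share was 79.7%. What remains could be a response that differs in strength between the 3 cultures. The median SD was then 0.196 in the LPS + G-CDs group, 0.21 in the control group and 0.079 in the LPS group. A spread of this size thus also arose without G-CDs. With both trends removed, genes higher in replicate 2 than in the LPS libraries also rose from replicate 1 to 3 (rho = 0.623), but the same change parted control replicate 3 from the other controls (rho = 0.62), where no G-CDs were given. A graded response and a trend between libraries cannot be told apart here.

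The lists were weighed against these trends. With the length trend removed, the Nrf2 targets had a median of 0.782, the inflammatory response -0.375 and the peroxisome 0.132. Under TPM the medians of the Nrf2 targets and the peroxisome were 0.766 and 0.052, the closest to 0 of the scalings tried. No scaling brought the inflammatory response closer to 0 than its -0.288, and median-of-ratios scaling left it at -0.298. Each list stayed past the threshold of camera in these analyses. For scaling this decides nothing, since camera compares a list with all other genes and does not see a shift of them all. Without the genes of Fig. 6C the Nrf2 targets had 0.711, and without antioxidant genes the peroxisome had 0.158. These values argue against length as the whole cause for the 3 lists, and against scaling as the whole cause for the Nrf2 targets. For the peroxisome scaling may account for much of the median, and for the inflammatory response the scalings do not decide. The lists without those genes argue against the genes of Fig. 6C as the whole cause for the Nrf2 targets, and against the antioxidant genes for the peroxisome. The inflammatory response was not tested without its 3 genes of Fig. 6C, so their part in it is open. An effect of G-CDs on the Nrf2 targets and the peroxisome remains a hypothesis.

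Genes raised by LPS tended to be lower with G-CDs. Across genes the effects of G-CDs and of LPS had a Pearson's r of -0.405, and of 820 genes raised over 2-fold by LPS, 76.6% were lower with G-CDs, with a median of 15.7% of the rise taken back. Of 562 genes lowered over 2-fold by LPS, 82.9% were higher with G-CDs. All 28 genes that fell with G-CDs at the adjusted threshold had been raised by LPS. Of the 29 that rose, 14 had been lowered by LPS and 5 raised at that threshold. No draws are given for these last shares. Both effects use the same LPS libraries, so a negative r arises with no effect. In 100 draws of unchanged libraries with errors independent between genes, r lay between -0.178 and -0.122, which argues against the shared libraries alone. Errors are not independent between genes, however. When each unchanged library carried the whole deviation of a real library, r lay between -0.462 and 0.172, and 5 of 100 draws were as low as the observed value, so library trends may produce a correlation of this size. The share of lower genes lay between 36.2% and 79.5% in these draws, and in 2 of 100 it was as high as observed. In both kinds of draw the LPS libraries took deviations from any of the 9 libraries, although the real LPS libraries lay closest together. The draws thus do not match the data in the error of the LPS mean, which enters both effects. With the length and GC trends removed r was -0.413, and with the trend of the control libraries removed -0.448. The draws with whole-library deviations replaced those with independent errors as the deciding ones. The limit of 5 of 100 draws had been set for r, which reached it, while the share of lower genes fell short of it, so the measures part. The reversal is left open.

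The rise of Hmox1, Blvrb and Slc48a1 raised the hypothesis that iron set free from heme had increased. Tfrc, whose mRNA is broken down when iron is plentiful, would then fall. It was lower in all 3 LPS + G-CDs libraries, with a log2 fold change of -0.57, but did not pass the threshold (limma adjusted p = 0.30), so the test does not decide. Fth1 and Ftl1 rose by 1.10 and 1.57 (adjusted p = 0.25 and 0.15), and 90.6% of the 50-base words of Ftl1 occur in other genes. Slc11a1, an iron transporter chosen after its value was seen, rose by 0.89 (adjusted p = 0.0068) and kept its call in 18 of 23 alternative analyses, but no prediction had been made for it.

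The paper measured several transcripts and proteins by qPCR and Western blotting, and states that G-CDs lowered the IL-6, IL-1β and TNF-α transcripts. In these libraries Il6, Il1b and Tnf had log2 fold changes with G-CDs of -0.17, -0.29 and 0.06 (limma adjusted p = 0.47, 0.33 and 0.89), and Ptgs2, Nlrp3 and Nos2 of -0.74, -0.59 and -1.10 (adjusted p = 0.32, 0.32 and 0.046). The sign of Tnf changed under TPM, to -0.109, but TPM lowered all genes together, to a median of -0.1354. Arg1 was at 0.373 ± 0.049 FPKM with LPS and 0.216 ± 0.12 with G-CDs (SD, n = 3), and Mrc1, the gene of CD206, at 0.197 ± 0.0132 and 0.0776 ± 0.0648, both under the limit for testing. Sod1, Sod2 and Gpx1 had log2 fold changes of 0.93, -0.16 and -2e-04 (adjusted p = 0.26, 0.56 and 1).

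Of the other lists, cholesterol synthesis was lower (median -0.24, camera adjusted p = 0.016), but not past the threshold without LPS + G-CDs replicate 1 or with an estimated correlation. Its median ranged from -0.413 under TPM to -0.102 with the control trend removed, and was -0.133 without LPS + G-CDs replicate 3. Interferon response (-0.04, adjusted p = 0.17), cell cycle (-0.02, 0.34) and the 3 tested aryl hydrocarbon receptor targets (-0.10, 0.42) did not pass. The interferon response passed in 5 of 25 alternatives, which were quantile normalization (median -0.06, adjusted p = 0.032), LPS + G-CDs replicate 3 left out (-0.04, 0.044) and, added after seeing the data, removal of the length trend (-0.15, 0.0059), of the length and GC trends (-0.17, 0.0054) and of the trend of the control libraries (-0.15, 0.023), so its null result depends on the processing.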
